# Dedifferentiation maintains melanocyte stem cells in a dynamic niche

**DOI:** 10.1038/s41586-023-05960-6

**Published:** 2023-04-19

**Authors:** Qi Sun, Wendy Lee, Hai Hu, Tatsuya Ogawa, Sophie De Leon, Ioanna Katehis, Chae Ho Lim, Makoto Takeo, Michael Cammer, M. Mark Taketo, Denise L. Gay, Sarah E. Millar, Mayumi Ito

**Keywords:** Skin stem cells, Ageing

## Abstract

For unknow reasons, the melanocyte stem cell (McSC) system fails earlier than other adult stem cell populations^1^, which leads to hair greying in most humans and mice^2,3^. Current dogma states that McSCs are reserved in an undifferentiated state in the hair follicle niche, physically segregated from differentiated progeny that migrate away following cues of regenerative stimuli^4–8^. Here we show that most McSCs toggle between transit-amplifying and stem cell states for both self-renewal and generation of mature progeny, a mechanism fundamentally distinct from those of other self-renewing systems. Live imaging and single-cell RNA sequencing revealed that McSCs are mobile, translocating between hair follicle stem cell and transit-amplifying compartments where they reversibly enter distinct differentiation states governed by local microenvironmental cues (for example, WNT). Long-term lineage tracing demonstrated that the McSC system is maintained by reverted McSCs rather than by reserved stem cells inherently exempt from reversible changes. During ageing, there is accumulation of stranded McSCs that do not contribute to the regeneration of melanocyte progeny. These results identify a new model whereby dedifferentiation is integral to homeostatic stem cell maintenance and suggest that modulating McSC mobility may represent a new approach for the prevention of hair greying.

## Abstract (web summary)

Local microenvironmental cues modulate melanocyte stem cells, which control hair pigmentation, to enter different differentiation states, shifting between hair follicle stem cell and transit-amplifying compartments, a process that is different to other self-renewing systems.

## Main

Mammalian tissue regeneration largely depends on the capacity of adult stem cells to differentiate. Stem cell differentiation is generally viewed as unidirectional and follows the hierarchical model originally established through the study of haematopoietic stem cells^9–11^. This theory proposes that stem cells (undifferentiated state) have two distinct fates: one to sustain themselves through self-renewal and the second to produce transit-amplifying (TA) progeny (intermediate differentiated state) that ultimately give rise to functional differentiated cells during tissue regeneration^12–14^. In this model, the life-long durability of self-renewing tissues is typically sustained by a functionally and molecularly heterogeneous pool of stem and progenitor cells.

The organization of the McSC system, responsible for hair pigmentation, is thought to parallel that of hair follicle stem cells (HFSCs)^5–8^. McSCs are located in the bulge and hair germ (HG) area in telogen-phase hair follicles (HFs)^4,5^, where they are surrounded by HF epithelial stem cells (bulge cells)^14^ and progenitor cells (HG cells)^15,16^ that constitute to the McSC niche. At the onset of the anagen growth phase, McSCs regenerate differentiated melanocytes that migrate downwards into the hair bulb, where they produce pigment for the hair. Similar to HG epithelial cells, HG McSCs activate WNT signalling and undergo differentiation at the onset of regeneration^7^. Furthermore, McSCs in the bulge cycle more slowly than those in the HG during HF regeneration^6^. On the basis of these studies, McSCs in the bulge are postulated to represent long-term stem cells^6^. However, their distinct functions and self-renewal capacities have yet to be characterized. Despite the close relationship between HFSCs and McSCs, there are disparities in their durability over time: McSCs become exhausted earlier than HFSCs in most animals and humans, which results in hair greying during ageing^1–3^. The high prevalence of hair greying suggests that there may be specific disadvantages in the long-term maintenance of McSCs.

## HG McSCs can regenerate all melanocyte compartments

To better understand the hierarchical structure of the McSC system, we quantified the distribution of McSCs before HF regeneration (that is, in the telogen phase). McSCs are defined as DCT^+^ melanocytes located at the level of the bulge and slightly below the bulge area^4^. DCT is a melanocyte lineage marker expressed by all melanocytes during the hair cycle^4,8,17^. Consistent with previous microscopy analyses^4,5^, DCT^+^ McSCs were found in the bulge and the HG. However, a new volumetric analysis with 3D imaging of whole telogen HFs from *Dct*^*LacZ*^ and *Dct*^*rtTA*^*;tetO*^*H2B-GFP*^ reporter mice^17,18^ revealed that most HFs lacked any McSCs within the CD34^+^ bulge. Rather, most McSCs were concentrated in the P-cadherin^+^ HG (Fig. 1a and Extended Data Fig. 1). Even in the HFs that contained rare bulge McSCs, the majority were located in the HG (Extended Data Fig. 1a). In agreement, labelling of *Wnt1*^*cre*^*;Rosa*^*LSL-tdTomato*^ mice, in which neural-crest-derived cells, including the melanocyte lineage, are labelled by the fluorescent protein tdTomato showed that most tdTomato^+^ McSCs were concentrated in the HG^7^ (Extended Data Fig. 1c). These results suggest that hair pigmentation and McSC maintenance may solely rely on McSCs in the HG.

**Fig. 1:**
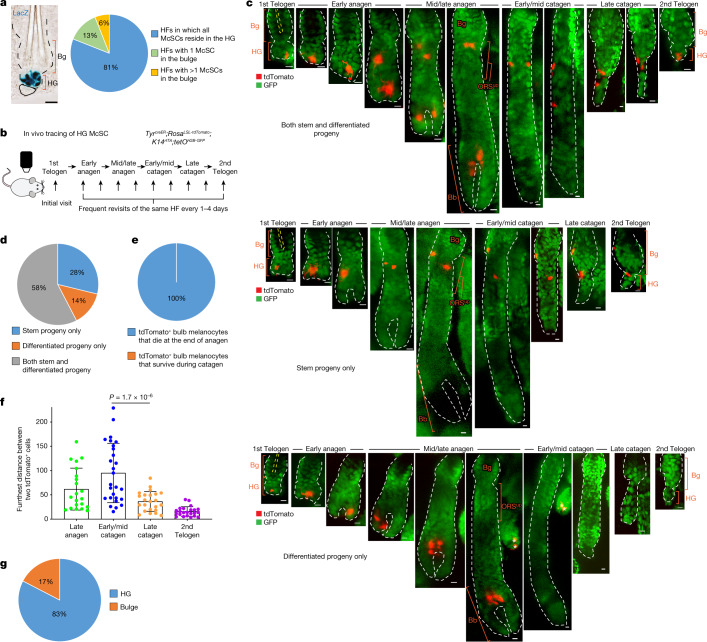
HG McSCs possess self-renewal ability. **a**, Left, bright-field image of a X-gal-stained HF from a *Dct*^*LacZ*^ mouse at telogen. Right, quantification of McSCs in specified locations in telogen HFs from *Dct*^*LacZ*^ mice. *N* = 52 single, whole HFs from 3 mice. **b**, Timeline of in vivo imaging of single HG McSCs in *Tyr*^*creER*^*;Rosa*^*LSL-tdTomato*^*;K14*^*rtTA*^*;tetO*^*H2B-GFP*^ mice. HFs containing single HG tdTomato-labelled cells were identified at the first telogen stage and then revisited at indicated stages. **c**, Live *z*-stack images of three representative examples of tdTomato^+^ HG McSCs that undergo distinct fates. K14^+^ epithelial cells (GFP^+^) are in green. See Extended Data Fig. 2 for additional examples. Yellow dashed line outlines club hair. White asterisk marks tdTomato^+^ cell in unrelated HF (bottom). **d**, Quantification of distinct fates of HG McSCs. *N* = 59 HFs from 7 mice. **e**, Percentages of tdTomato^+^ bulb MCs that die at the end of anagen or survive during the catagen phase. *N* = 20 HFs from 2 mice. **f**, Bar graph showing the furthest distance between two tdTomato^+^ cells in the bulge/ORS^up^ (at late anagen and early/mid catagen) and bulge/HG (at late catagen and second telogen). Data are presented as the mean ± s.d. *P* values (one-way analysis of variance (ANOVA) with Bonferroni multiple comparison test) are indicated, with 95% confidence interval at 35.81–81.13. *N* = 21 (late anagen), 27 (early/mid catagen) or 23 (late catagen and telogen) HFs from 2 mice. **g**, Percentages of tdTomato^+^ McSCs residing in bulge or HG at second telogen. *N* = 60 HFs from 6 mice. Dashed black or white lines outline the epithelial–dermal boundary (**a**,**c**). Scale bars, 20 μm (**a**) or 10 μm (**c**). Bb, bulb; Bg, bulge. Source data

To verify that HG McSCs have self-renewal ability, we performed fate mapping of telogen HG McSCs using in vivo imaging. We used a mouse model in which McSCs are genetically labelled with tdTomato, and K14^+^ epithelial cells express GFP, which outlines the HF structure (*Tyr*^*creER*^*;Rosa*^*LSL-tdTomato*^*;K14*^*rtTA*^*;tetO*^*H2B-GFP*^ mice^19–22^) (Fig. 1b). *Tyr*^*creER*^ mice are broadly utilized to target melanocytes, including DCT^+^ McSCs^7,8,19,23,24^. For clonal analysis, we treated the mice with a low dose of tamoxifen during telogen and identified HFs with only one labelled McSC in the HG compartment. Revisitation of the same HF during anagen (Methods and Extended Data Fig. 2a) showed that HG McSCs labelled during telogen gave rise to mature melanocytes in the hair bulb that die at the end of anagen^25^ (Fig. 1c–e and Extended Data Fig. 2b). Notably, we also discovered that labelled McSCs migrated to the bulge and upper outer root sheath (bulge/ORS^up^) stem cell niche during anagen and exhibited self-renewal capacity that enabled their persistence (Fig. 1c,d and Extended Data Fig. 2b). During late catagen, most McSCs in the bulge/ORS^up^ were aggregated in the lower follicle (Fig. 1f, Extended Data Fig. 3). By the next telogen phase, they had primarily homed back to the HG compartment (Fig. 1c,g and Extended Data Fig. 2b ). These results demonstrate that unlike the HFSC system, in which HG epithelial cells disappear after proliferation and differentiation^15,26^, melanocytes residing within the HG possess self-renewal ability.

## Trajectory of McSC differentiation at anagen onset

Previous studies have shown that WNT proteins in the HG promote differentiation of epithelial cells and melanocytes following induction of HF regeneration^7^. Epithelial HG cells then function as TA cells that proliferate and differentiate without self-renewal capacity^15,26^. To investigate how McSCs can retain their stemness while being aggregated in such a pro-differentiation environment, we examined the differentiation status of HG McSCs.

In the quiescent telogen stage, McSCs displayed the compact oval or bipolar shape of undifferentiated melanocytes. However, they showed marked changes during early anagen (anagen II), when TA cells emerge in this HG compartment^4–6^, with all melanocytes in the HG developing a dendritic appearance reminiscent of differentiated melanocytes^27^ (Fig. 2a,b). In more than 90% of the HFs examined, all melanocytes had dendritic morphology during this phase (Fig. 2b). Live imaging showed that the majority of HG McSCs had transformed into a dendritic morphology within the niche before their initial division (Fig. 2c and Extended Data Fig. 4). Daughter cells were also dendritic, which suggested that morphological changes represent an early feature of McSC activation (Fig. 2c and Extended Data Fig. 4). This morphological change was transient, and McSCs retracted dendrites after they migrated from the HG to the bulge/ORS^up^ (Fig. 2c,d).

**Fig. 2:**
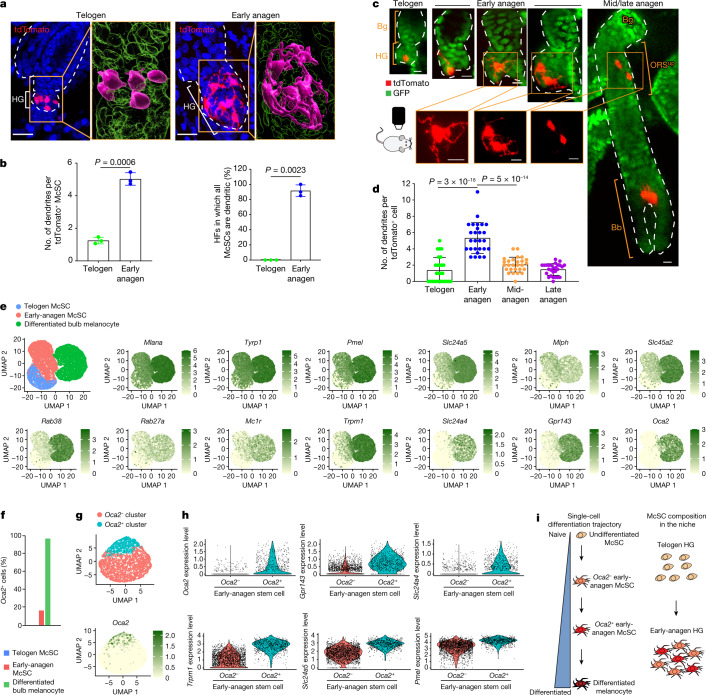
McSCs in the HG initiate a differentiation programme during early anagen. **a**, *z*-stack images of tdTomato^+^ McSCs from *Tyr*^*creER*^*;Rosa*^*LSL-tdTomato*^ mice at telogen and early anagen. Denoted areas are magnified and reconstructed using Imaris (magenta, tdTomato^+^; green, DAPI). **b**, Left, number of dendrites per tdTomato^+^ McSCs (*N* = 3 mice, ≥30 tdTomato^+^ McSCs analysed per mouse). Right, percentages of HFs containing only dendritic McSCs (*N* = 3 mice, 20 HFs analysed per mouse). Melanocytes with ≥3 dendrites were considered dendritic. Data are presented as the mean ± s.d. *P* values derived by two-tailed unpaired *t*-test. **c**, Live revisits of a representative first telogen HF containing a single HG tdTomato-labelled cell in a *Tyr*^*CreER*^*;Rosa*^*LSL-tdTomato*^*;K14*^*rtTA*^*;tetO*^*H2B-GFP*^ mouse. K14^+^ epithelial cells (GFP^+^) are in green. Bottom panels show magnified views. **d**, Dendrite number per tdTomato^+^ McSCs in HG (telogen and early anagen) and bulge/ORS^up^ (mid-anagen and late anagen). *N* = 27 HFs from 2 mice. Data are presented as the mean ± s.d. *P* values derived using one-way ANOVA with Bonferroni multiple comparison test, with the following 95% confidence intervals: −4.804 to −3.122 (telogen versus early anagen); 2.430 to 4.112 (early anagen versus mid-anagen). **e**, Uniform manifold approximation and projection (UMAP) plot of merged FACS-isolated telogen McSCs, early-anagen McSCs and differentiated anagen VI bulb melanocytes. FeaturePlots show expression of pigmentation genes. **f**, Percentages of *Oca2*^+^ cells within each population. **g**, UMAP plot of early-anagen McSCs after regression of cell cycle genes. The FeaturePlot shows *Oca2* expression. **h**, Violin plots showing differential expression of pigmentation genes in early-anagen *Oca2*^+^ and *Oca2*^−^ clusters. **i**, Schematic of melanocyte differentiation trajectory and McSC composition in the niche. Dashed white lines outline the epithelial–dermal boundary (**a**,**c**). Scale bars, 20 μm (**a**) or 10 μm (**c**). Source data

Single-cell RNA sequencing (scRNA-seq) comparisons of telogen and early-anagen McSCs and mature bulb melanocytes purified by fluorescence-activated cell sorting (FACS) verified that genes involved in melanocyte dendrite formation^28,29^, such as *Rac1*, were upregulated in early anagen, similar to that observed in mature bulb melanocytes of anagen HFs (Extended Data Fig. 5a–c). 

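For the scRNA-seq comparison, GFP-positive McSCs at early anagen, 4 days after depilation at 8 weeks of age, and bulb melanocytes of anagen HFs at 5 weeks of age were each sequenced as 1 library, with the cells of 4 mice combined. The chemistry of the droplet kit was version 3 for early anagen and version 2 for bulb melanocytes. The authors deposited the UMI counts of each gene in each cell, without normalization. Clusters named melanocyte-like held 2774 early-anagen McSCs, with a median of 25254 UMIs per cell. In the bulb library they held 3731 melanocytes, with a median of 14303 UMIs per cell. A further 576 early-anagen cells held melanocyte markers together with keratinocyte transcripts or interferon-response genes, and were set aside. The telogen library was not analysed here. UMIs were summed over the cells of a group and scaled by the group's total to CPM. With 1 library per condition no test between conditions was possible, and chemistry and depth changed together with the condition. The exact 95% intervals given with the values cover counting error only. For the median of a list, the values in parentheses are the medians of its genes' lower and upper bounds. They are not an interval of the median and do not cover the spread between genes. *Rac1*, which encodes a small GTPase, lies on chromosome 5 of GRCm38 from 143503634 to 143528036. It was found at 368 CPM (364 to 373) in early-anagen McSCs and at 401 CPM (396 to 406) in bulb melanocytes, a log2 ratio of bulb over early anagen of 0.12 (0.10 to 0.15). Across the 15371 genes with a UMI in both groups, the median log2 ratio was -0.45, and the dendrite genes as a list lay 0.57 above this median. The longer gene sets of dendrite development and morphogenesis that the paper used were not analysed here. Of 11 genes of dendrite formation, a list fixed here before the data were examined and from which the paper names *Rac1*, 6 were higher and 5 were lower in bulb melanocytes. Their median log2 ratio lay at the 39.67th percentile of 10000 random lists matched on mean expression. With mitochondrial, ribosomal protein and pigmentation genes left out of the total, the ratio of *Rac1*, which is also the list median, changed direction to -0.05. The other genes of the list kept their direction. Scaling by edgeR's TMM factors moved the median of the list most, to 0.47.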

Given that the definition of differentiation in biology is “a process by which a less specialized cell matures to fulfil the function of the lineage”^30^, we examined pigmentation genes as reliable differentiation markers. FeaturePlot analysis showed that numerous pigmentation genes, absent from telogen McSCs, were detected in most early-anagen McSCs (Fig. 2e). Furthermore, a comparison of proliferative and nonproliferative early-anagen McSCs revealed similar signatures, which suggested that differentiation may occur independent of the proliferative state (Extended Data Fig. 5d,e). Nonetheless, a distinct set of genes was expressed by both telogen and early-anagen HG McSCs, but downregulated in bulb melanocytes (Extended Data Fig. 5f,g). Some of these genes have potential stem cell relevance, with functions related to renewal and survival^31,32^. 

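The 13 pigmentation genes of Fig. 2e were examined in both libraries. Because bulb melanocytes were sequenced less deeply, each cell was also thinned at random to 5000 UMIs. At that depth a median of 7 of the 13 genes was detected per early-anagen McSC and a median of 11 per bulb melanocyte. More than 50% of the list was detected in 64.7% (62.9 to 66.5) of early-anagen McSCs and in 99.8% (99.6 to 99.9) of bulb melanocytes. In epidermal-like cells thinned in the same way, this share was 3.5% (1.0 to 8.7) in the early-anagen library and 14.0% (5.3 to 27.9) in the bulb library. Among early-anagen McSCs, *Tyrp1* was detected in 100.0%, *Pmel* in 98.1% and *Slc24a5* in 87.1% of the thinned cells, whereas *Gpr143* was detected in 22.3% and *Slc24a4* in 7.5%. In epidermal-like cells of this library, thinned alike, *Tyrp1* was detected in 57.0%, *Pmel* in 46.5% and *Slc24a5* in 26.3%. Without thinning, *Mlana*, *Tyrp1*, *Pmel* and *Slc24a5* were detected in at least 98.2% of early-anagen McSCs. *Slc45a2* was detected in 96.2%, *Mlph* in 93.4%, *Rab38* in 86.3%, *Trpm1* in 83.2%, *Rab27a* in 77.3% and *Mc1r* in 72.3% of them. The lowest unthinned shares were 57.0% for *Gpr143*, 24.0% for *Slc24a4* and 16.9% for *Oca2*. The unthinned shares in the epidermal-like cells ranged from 1.8% for *Oca2* to 73.7% for *Mlana*, with 14.0% for *Gpr143* and 6.1% for *Slc24a4*. The level of the list was higher in bulb melanocytes, with a median log2 ratio of bulb over early anagen of 2.23 (2.21 to 2.24), above all of the 10000 matched random lists. Relative to the median of all genes, the list was 2.68 higher. A higher level in bulb melanocytes was found for 12 of the 13 genes. The exception was *Mlph*, with a log2 ratio of -0.29 (-0.33 to -0.25), which changed direction to 0.06 with TMM scaling. TMM scaling also moved the median of the list most, to 2.57. The largest ratio in the list was that of *Oca2*, followed by *Rab38* with a log2 ratio of 3.64 (3.61 to 3.67).

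**Figure D1:**
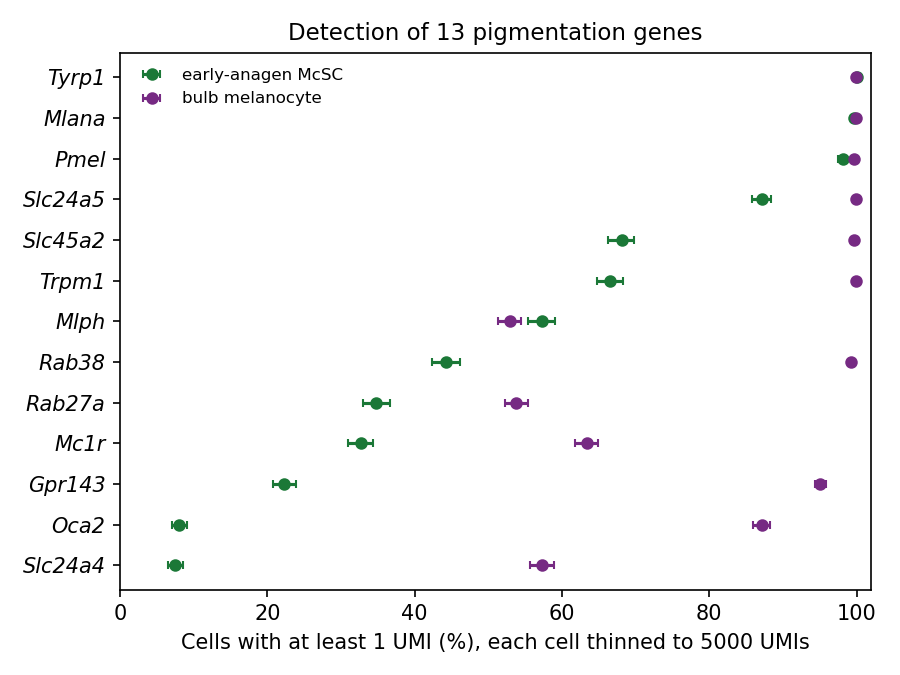
Percentage of melanocyte-like cells with at least 1 UMI of each of the 13 pigmentation genes of Fig. 2e, with each cell thinned to 5000 UMIs. Points are the 1 library of early-anagen McSCs (green, 2774 cells) and the 1 library of bulb melanocytes (purple, 3731 cells), and bars are exact 95% intervals for counting error. *Tyrp1* and *Pmel* were found in nearly every cell of both libraries, and *Slc24a4* and *Oca2* in the fewest early-anagen McSCs.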

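Cell cycle phases were scored with Seurat in the 2774 early-anagen McSCs, after each cell had been thinned to 10000 UMIs, as cells in cycle held more RNA. Before thinning, the 1156 cells in S or G2/M had a median of 35380 UMIs and the 1618 cells in G1 a median of 20288 UMIs. Cells in S or G2/M made up 41.7% (39.8 to 43.5) of the McSCs. All 13 pigmentation genes were detected in both groups. The median log2 ratio of cells in S or G2/M over cells in G1 was -0.56 (-0.65 to -0.46), below all of the 10000 matched random lists. The level was lower in cycling cells for 13 of 13 genes, from a log2 ratio of -0.16 (-0.28 to -0.05) for *Mc1r* to -1.83 (-2.14 to -1.54) for *Oca2*. *Mlana* was at 4930 CPM in cycling and 6014 CPM in non-cycling cells. When cells with a UMI of *Mki67* or *Top2a* were compared with cells that had neither, the median log2 ratio was -0.37, the value farthest from that with phases.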

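The 6 genes of this set that the paper names in its text or in the source data of Extended Data Fig. 5g were *Col12a1*, *Cdh1*, *Txnip*, *Hspa1a*, *Cd9* and *Sept4*. All 6 were lower in bulb melanocytes than in early-anagen McSCs. Their median log2 ratio of bulb over early anagen was -6.02 (-6.16 to -5.87), or -5.57 relative to the median of all genes, below all of the 10000 matched random lists. TMM scaling moved this median most, to -5.67. The paper describes this set as downregulated in bulb melanocytes in the same data. The direction and the rank among random lists therefore follow from how the genes were chosen and are no independent support. *Cd9* was found at 646 CPM in early-anagen McSCs and at 10.9 CPM in bulb melanocytes. *Sept4*, with 7124 UMIs in early-anagen McSCs, had 4 UMIs in bulb melanocytes, a log2 ratio of -10.33 (-12.21 to -8.97). *Txnip* had the smallest difference, with a log2 ratio of -3.32 (-3.42 to -3.23). A UMI of *Cd9* was found in 325 of 3731 bulb melanocytes (8.7%) and in all 43 epidermal-like cells of the same library, whose median depth was 11426 UMIs. *Hspa1a* had a log2 ratio of -6.15 (-6.33 to -5.98), and its paralog *Hspa1b*, whose reads are hard to tell from those of *Hspa1a*, fell from 19636 UMIs in early-anagen McSCs to 6 in bulb melanocytes. *Hspa1a* and *Hspa1b* also belong to a list of 19 dissociation and stress genes, whose median log2 ratio was -0.55 relative to that of all genes. Among genes of at least 50 CPM in either group, those with the largest ratios towards bulb melanocytes included *Gal3st4* (log2 ratio 8.86), *Sfrp4* (6.47), *Olfr889* (5.95) and *Prrx2* (5.72). The 5 with the largest ratios towards early-anagen McSCs were *Hspa1b* (-11.21), *Sept4*, *H2-Q7*, *Cavin3* (-9.56) and *Hist1h2ae* (-8.74). *H2-Q7* had 4631 UMIs in early-anagen McSCs and 0 in bulb melanocytes, where it was at least 1120-fold lower. The mice were of mixed backgrounds, and whether a strain variant or the chemistry removed the UMIs of such genes from the bulb library was not analysed here.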

Pseudotime analysis confirmed that early-anagen McSCs reside between telogen McSCs and bulb melanocytes (Extended Data Fig. 5h).

## The most differentiated McSCs can dedifferentiate 

On the basis of these analyses, we formulated the following hypothesis. McSCs may differentiate into an intermediate differentiation (TA-like) state at the whole population level in the growing HG following cues of regenerative stimuli, and McSC maintenance may rely on their dedifferentiation.

To test this hypothesis, we sought to trace the fate of the most differentiated subset of HG McSCs. 

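*Oca2* lies on chromosome 7 of GRCm38 from 56239760 to 56536518 and encodes a membrane protein of the melanosome. At least 1 *Oca2* UMI was found in 3603 of 3731 bulb melanocytes (96.6%, 95.9 to 97.1), and the paper's reported value is 96.67%. With each cell thinned to 5000 UMIs, *Oca2* was found in 3252 bulb melanocytes (87.2%, 86.0 to 88.2), the lowest share among the alternatives. Among the 43 epidermal-like cells sorted with them, 7 held an *Oca2* UMI (16.3%, 6.8 to 30.7). The summed level of *Oca2* in bulb melanocytes was 556 CPM (550 to 562).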

We focused on a late-pigmentation gene, *Oca2* (refs. ^33–35^), that is not expressed by quiescent telogen McSCs but is upregulated in all mature bulb melanocytes based on our scRNA-seq data (Fig. 2e,f). 

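In the early-anagen library, at least 1 *Oca2* UMI was found in 470 of 2774 melanocyte-like cells (16.9%, 15.6 to 18.4), and the paper's reported value is 16.34%. The share depended on depth. It was 8.0% (7.1 to 9.1) with each cell thinned to 5000 UMIs, the depth at which bulb melanocytes were compared. Of 114 epidermal-like cells in the early-anagen library, with a median of 34923.5 UMIs, 2 held an *Oca2* UMI (1.8%, 0.2 to 6.2). The summed level was 25.4 CPM (24.3 to 26.5) in early-anagen McSCs, and the log2 ratio of bulb melanocytes over early-anagen McSCs was 4.45 (4.39 to 4.52), a 21.9-fold difference.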

Notably, a small subset of early-anagen McSCs also expressed *Oca2* (Fig. 2e,f). To confirm that *Oca2*^+^ McSCs are more differentiated than *Oca2*^–^ McSCs in early-anagen HFs, we reanalysed scRNA-seq data in which *Oca2*^+^ cells had diverged from other early-anagen McSCs by regressing out cell cycle genes (Fig. 2g). 

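The early-anagen McSCs were clustered again with the S and G2/M scores regressed out. The pigmentation genes, *Oca2* among them, were left out of the variable genes, so that they did not define the clusters. In 1 of the resulting clusters, with 511 cells, an *Oca2* UMI was found in 57.1% of cells at full depth. In the other clusters the share of cells with an *Oca2* UMI lay between 2.34% and 15.5%. With the pigmentation genes kept among the variable genes, the cluster richest in *Oca2* held 547 cells, of which 55.0% had an *Oca2* UMI.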

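Early-anagen McSCs were split by their own *Oca2* UMIs, after thinning to 10000 UMIs per cell, which left 309 *Oca2*+ cells (11.1%, 10.0 to 12.4) and 2465 *Oca2*- cells. Their median depths before thinning were 28062 and 24796 UMIs. For the other 12 pigmentation genes of Fig. 2e, the median log2 ratio of *Oca2*+ over *Oca2*- cells was 0.94 (0.81 to 1.09), above all of the 10000 matched random lists. The ratio was above 0 beyond counting error for 12 of 12 genes, from 0.51 (0.49 to 0.53) for *Tyrp1* to 2.83 (2.58 to 3.08) for *Slc24a4*. When *Oca2*+ cells were required to hold at least 2 UMIs, which moved the median most, it was 1.12. *Trpm1* was at 2133 CPM in *Oca2*+ and 501 CPM in *Oca2*- cells. Among genes of at least 50 CPM in either group, the 5 with the largest ratios towards *Oca2*+ cells were *Slc24a4*, *Trpm1* (log2 ratio 2.09), *Pde10a* (1.91), *Cxcl14* (1.89) and *Gpr143* (1.89). Towards *Oca2*- cells they were *Apod* (-2.34), *Fxyd5* (-2.29), *Cd200* (-1.63), *Cavin3* (-1.44) and *Capn6* (-1.42).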

Analyses revealed that differentiation markers (that is, pigmentation genes) were expressed at higher levels in *Oca2*^+^ than in *Oca2*^–^ McSCs (Fig. 2h). Unlike *Oca2*^+^ bulb melanocytes, the *Oca2*^+^ early-anagen McSCs retained expression of genes shared by telogen and other early-anagen McSCs (Extended Data Fig. 6). These results suggest that whereas most HG melanocytes at the early-anagen phase initiate the upregulation of differentiation and pigmentation genes, the most differentiated ones also express *Oca2* (Fig. 2i).

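The stem-cell-enriched genes *Col12a1*, *Cdh1*, *Txnip*, *Hspa1a*, *Cd9* and *Sept4* were compared between 309 *Oca2*+ early-anagen McSCs, the other early-anagen McSCs and 3140 *Oca2*+ bulb melanocytes, with every cell at 10000 UMIs, for which 440 bulb melanocytes with fewer UMIs were left out. Within early anagen, the median log2 ratio of *Oca2*+ over *Oca2*- cells was -0.68 (-0.83 to -0.51), below all of the 10000 matched random lists. Of the 6 genes, 5 were lower in *Oca2*+ cells beyond counting error. The exception was *Hspa1a*, with a log2 ratio of -0.07 (-0.16 to 0.02). It was 0.26 when at least 2 *Oca2* UMIs were required. When cells were split by cluster, it was 0.54 without and 0.52 with the pigmentation genes. In G1 cells only, it went the other way, to -0.30. Without a UMI minimum and with all UMIs of each cell the median was -0.50, the farthest value among the alternatives. *Cd9* was found at 430 CPM in *Oca2*+ early-anagen McSCs, 726 CPM in *Oca2*- early-anagen McSCs and 8.95 CPM in *Oca2*+ bulb melanocytes. For the 5 genes with a UMI in both groups of *Oca2*+ cells, the median log2 ratio of bulb over early anagen was -5.59 (-5.78 to -5.32). *Sept4* had 159 UMIs in *Oca2*+ early-anagen McSCs and 0 in *Oca2*+ bulb melanocytes, at least 539-fold lower.

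**Figure D2:**
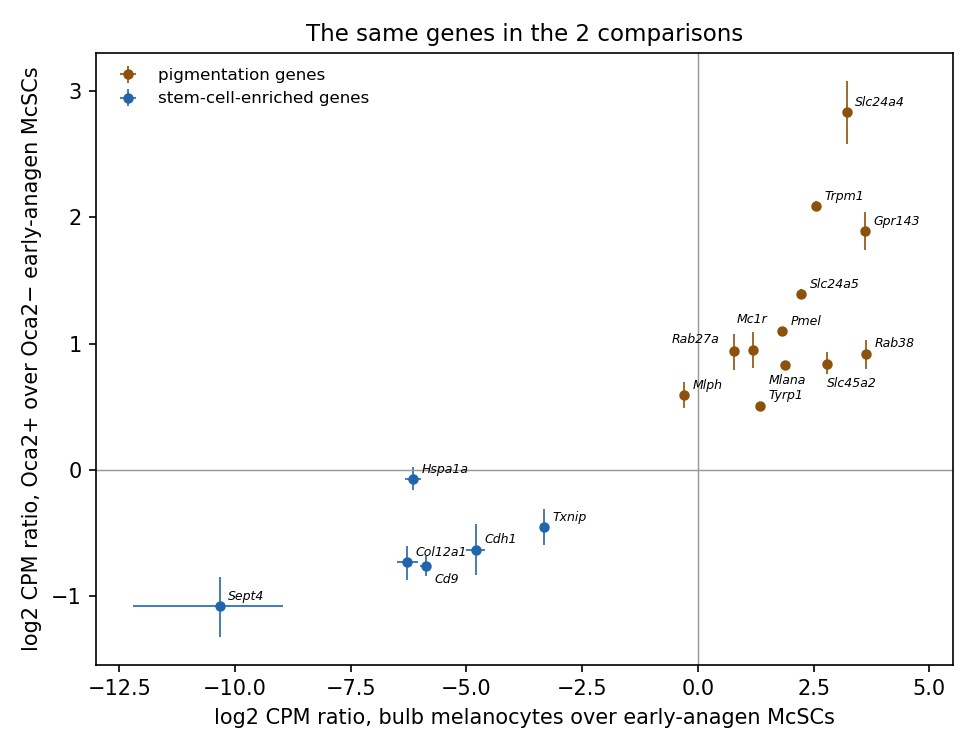
Log2 CPM ratio of bulb melanocytes over early-anagen McSCs (horizontal axis) against log2 CPM ratio of *Oca2*+ over *Oca2*- early-anagen McSCs (vertical axis) for 12 pigmentation genes (brown) and 6 stem-cell-enriched genes (blue), from 1 library per condition. Bars are exact 95% intervals for counting error. The stem-cell-enriched genes lie far below 0 on the horizontal axis and no lower than -1.08 on the vertical axis, and *Mlph* is the 1 pigmentation gene below 0 on the horizontal axis, where it changed sign with TMM scaling.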

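Other melanocyte genes that the paper names were compared in the same split of early-anagen McSCs. *Tyr* had a log2 ratio of *Oca2*+ over *Oca2*- cells of 1.20 (1.15 to 1.25), *Mitf* of 0.80 (0.73 to 0.87) and *Dct* of 0.68 (0.66 to 0.69), whereas *Kit* was at -0.02 (-0.10 to 0.05). When *Oca2*+ cells of both libraries were compared at 10000 UMIs per cell, the median log2 ratio of the other 12 pigmentation genes was 1.07 (0.99 to 1.10) towards bulb melanocytes. Within this list *Mlph* had a log2 ratio of -0.85 (-0.95 to -0.74) and *Rab27a* of 0.05 (-0.08 to 0.19).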

We then generated *Oca2*^*creER*^*;Rosa*^*LSL-tdTomato*^ reporter mice as a means to genetically trace the fate of *Oca2*^+^ HG McSCs (Extended Data Fig. 7a). No tdTomato^+^ cells were observed in the HFs of mice that did not receive a tamoxifen injection (Extended Data Fig. 7b). Using this new tool, we traced the fate of McSCs from anagen onset onwards. We treated *Oca2*^*creER*^*;Rosa*^*LSL-tdTomato*^ mice with tamoxifen once daily for 3 days during early anagen (Extended Data Fig. 7c). This treatment successfully labelled *Oca2*^+^ (tdTomato-labelled) McSCs, which displayed dendritic morphology, expressed *Oca2* mRNA and were found in the HG (Fig. 3a and Extended Data Fig. 7d,e). 

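At a depth of 10000 UMIs per cell, *Oca2* was found in 236 of 1618 early-anagen McSCs in G1 (14.6%, 12.9 to 16.4), 36 of 645 in S phase (5.6%, 3.9 to 7.6) and 37 of 511 in G2/M (7.2%, 5.1 to 9.8). With all UMIs of each cell, the shares were 20.3% (18.3 to 22.3), 11.8% (9.4 to 14.5) and 12.9% (10.1 to 16.1), although cells in S phase and G2/M had more UMIs, with medians of 34220 and 37648. Cells in S phase or G2/M made up 73 of 309 cells with *Oca2* (23.6%, 19.0 to 28.8) and 1083 of 2465 cells without it (43.9%, 42.0 to 45.9).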

*Oca2*^+^ cells included both proliferative and nonproliferative McSCs (Extended Data Fig. 7f), results that are consistent with our scRNA-seq data (Extended Data Fig. 5d,e).

**Fig. 3:**
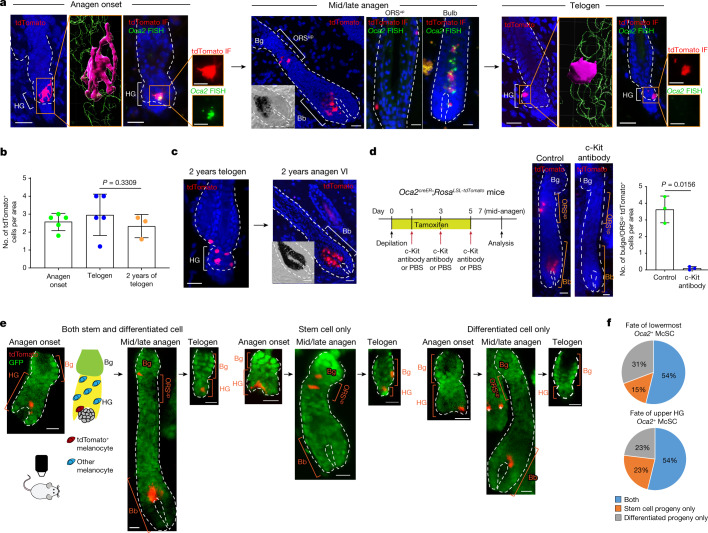
*Oca2*^+^ cells located in the TA compartment can undergo dedifferentiation during anagen. **a**–**c**, *Oca2*^*creER*^*;Rosa*^*LSL-tdTomato*^ mice were injected with tamoxifen three times during depilation-induced anagen onset for *Oca2*^+^ cell lineage tracing. **a**, Detection of tdTomato and *Oca2* (fluorescence in situ hybridization (FISH)) as indicated. Denoted areas of tdTomato-only detection are reconstructed using Imaris (magenta, tdTomato^+^; green, DAPI). Magnified views of tdTomato immunofluorescence (IF) and OCA2 FISH are represented in single colour. **b**, Number of tdTomato^+^ cells over time. *N* = 5 mice (anagen onset and telogen) and *N* = 3 mice (2-year telogen). Five areas were analysed per mouse. *P* values were derived using one-way ANOVA with Bonferroni multiple comparison test, with 95% confidence intervals of −0.7397 to 1.993. **c**, Detection of tdTomato in telogen and induced anagen at 2 years following tamoxifen treatment. **d**, Left, timeline of injections and analysis 7 days after depilation of tdTomato expression in *Oca2*^*creER*^*;Rosa*^*LSL-tdTomato*^ mice treated with PBS (control) or a c-Kit-neutralizing antibody. Right, images and quantification of tdTomato^+^ McSCs. *N* = 3 mice. Ten areas were analysed per mouse. *P* value derived by two-tailed unpaired *t*-test. **e**, Live lineage tracing of a single tdTomato^+^ cell of *Oca2*^*creER*^*:Rosa*^*LSL-tdTomato*^*;K14*^*rtTA*^*:tetO*^*H2B-GFP*^ mice reveals three fates. GFP marks K14^+^ epithelial cells. Cartoon illustrates the relative locations of tdTomato^+^ melanocytes and other melanocytes in the HF. White asterisks indicate tdTomato^+^ cells in an unrelated HF. **f**, Percentages of single *Oca2*^+^ cells in the lowest HG region (*N* = 13 HFs from 1 mouse) or the upper HG (*N* = 13 HFs from 1 mouse) that give rise to specific progeny as defined. Insets in mid/late anagen images in **a** and **c** show bright-field images of the bulb. For **b** and **d**, data are presented as the mean ± s.d. Scale bars, 20 μm or 10 μm (single colour images of **a**). Dashed white lines outline the epithelial–dermal boundary (**a**,**c**,**d**,**e**). Source data

Once the HF fully formed the anagen bulb, cells initially labelled for *Oca2* (tdTomato^+^) in the HG had contributed to both differentiated melanocytes in the hair bulb and to McSCs in the anagen bulge/ORS^up^ (Fig. 3a and Extended Data Fig. 7g,h). By mid-to-late (mid/late) anagen, tdTomato^+^ cells within the bulge/ORS^up^ niche reverted to an *Oca2*^–^ state (Fig. 3a), and other differentiation markers (that is, pigmentation genes) such as *Gpr143* were downregulated (Extended Data Fig. 7i).

By the subsequent telogen phase, most tdTomato^+^ cells had relocated to the HG (Extended Data Fig. 7j) and retained their undifferentiated state (Fig. 3a). These tdTomato^+^ McSCs retained the ability to regenerate bulb melanocytes for at least 2 years (the final time point examined; Fig. 3b,c). In agreement with our scRNA-seq data (Extended Data Figs. 5f and 6), those HG *Oca2*^+^ McSCs destined for dedifferentiation retained their expression of stem-cell-enriched genes (for example, *Col12a1*, *Txnip* and *Cdh1* (which encodes E-cadherin)), whereas those destined for final maturation in the bulb lost expression of these genes (Extended Data Fig. 7i).

Lineage tracing of late-anagen *Oca2*^+^ differentiated bulb melanocytes confirmed the live-imaging results that bulb melanocytes do not persist (Extended Data Fig. 8). These results demonstrate that highly differentiated *Oca2*^+^ McSCs in the HG but not mature bulb melanocytes can dedifferentiate to give rise to undifferentiated McSCs in the niche.

## McSCs in the TA compartment can dedifferentiate

Previous studies have shown that TA cells in the McSC system depend on c-Kit and can be eliminated after injection of a c-Kit-neutralizing antibody^4,6,36^. To determine whether *Oca2*^+^ cells depend on c-Kit, we injected a c-Kit-neutralizing antibody into mice. This resulted in almost complete elimination of tdTomato^+^ cells (Fig. 3d), which suggested that TA cells that emerge in early anagen include *Oca2*^+^ McSCs. Current theories indicate that such TA cells are spatially segregated in the lower part of the HG during early anagen^5–8^. We used in vivo live imaging to verify whether *Oca2*^+^ McSCs in this area could still revert to a stem cell state. We identified HFs in which a single *Oca2*^+^ McSC was genetically labelled in the lowermost portion of the growing HG and bulb (in anagen II/IIIa HFs of *Oca2*^*creER*^*;Rosa*^*LSL-tdTomato*^*;K14*^*rtTA*^*;tetO*^*H2B-GFP*^ mice). Revisiting these HFs at mid/late anagen revealed that *Oca2*^+^ McSCs in the lower HG were able to translocate to the bulge/ORS^up^, the stem cell compartment of the HF and relocated to the HG by the next telogen, similar to upper HG *Oca2*^+^ McSCs (Fig. 3e,f). Alternatively, they could also descend with HF downgrowth and mature into fully differentiated melanocytes in the bulb (Fig. 3e,f). These results demonstrate that late-stage *Oca2*^+^ McSCs positioned in the lowermost part of the growing HG, known as the TA compartment, can still dedifferentiate and persist long term.

## No McSC is inherently exempted from differentiation

As not all McSCs express *Oca2* during the early-anagen phase, we asked whether the *Oca2*^+^ subset might constitute a fixed subpopulation in the HF or whether other McSCs can also express *Oca2* during a subsequent anagen phase. To test this theory, we repeatedly induced HF regeneration and labelled *Oca2*^+^ McSCs at each anagen onset through tamoxifen treatment (Extended Data Fig. 9a). We observed gradual increases in the percentage of HFs containing tdTomato^+^ cells and in the number of tdTomato^+^ McSCs per HF (Extended Data Fig. 9b–e). This result contrasted with control experiments, in which *Oca2*^+^ McSCs were labelled only once. These results show that new (unlabelled) McSCs can express *Oca2* at different anagen onsets (approximately 20% at one hair cycle based on scRNA-seq analysis) and contribute to both fates. 

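The share of early-anagen McSCs with *Oca2* in the scRNA-seq data varied with the definition used. Requiring at least 2 *Oca2* UMIs left 310 of 2774 cells (11.2%, 10.0 to 12.4). Without a minimum of UMIs per cell, 546 of 4876 cells had an *Oca2* UMI (11.2%, 10.3 to 12.1), and with a minimum of 5000 UMIs, 512 of 3298 cells (15.5%, 14.3 to 16.8). Counting every cell of the cluster richest in *Oca2* gave 18.4% (17.0 to 19.9) without the pigmentation genes among the variable genes and 19.7% (18.3 to 21.2) with them.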

After three cycles of repeated tamoxifen injection, HF niches in which residents were exclusively tdTomato^+^ McSCs (>20% HFs analysed) were observed (Extended Data Fig. 9f), which demonstrated that different McSCs express *Oca2* in different hair cycles. These results suggest that there is no reserved population of stem cells that are inherently exempt from experiencing *Oca2*^+^ TA-like status (Extended Data Fig. 9g).

## Pigmented McSCs can dedifferentiate

Given that the skin is constantly exposed to environmental factors that promote melanocyte differentiation^37,38^, we asked whether McSCs can still dedifferentiate in such an environment. To that end, we irradiated *Oca2*^*creER*^*;Rosa*^*LSL-tdTomato*^ mice with UVB light and injected tamoxifen to label *Oca2*^+^ cells with the tdTomato reporter (Extended Data Fig. 10a). Two days after treatment, tdTomato^+^ McSCs produced abundant pigment in the stem cell niche (Extended Data Fig. 10b,c). UVB-treated McSCs expanded (Extended Data Fig. 10b,c) and expressed differentiation markers in the mid-anagen bulge/ORS^up^, albeit to a lesser extent compared with bulb melanocytes (Extended Data Fig. 10d). These results suggest that UVB irradiation induces McSCs to accelerate their differentiation into functional melanocytes. By late anagen, tdTomato^+^ McSCs located in the bulge/ORS^up^ had significantly downregulated expression of the differentiation markers *Tyrp1*, *Oca2* and *Gpr143*, which suggested that they were undergoing dedifferentiation (Extended Data Fig. 10d,e). By the next telogen phase, tdTomato^+^ McSCs still homed back to the HG. They regained an undifferentiated phenotype, as evidenced by the downmodulation of differentiation markers and pigmentation (Extended Data Fig. 10f). Two years after UVB irradiation, comparable numbers of tdTomato^+^ McSCs were observed in the HG and pigment was absent (Extended Data Fig. 10g). tdTomato^+^ McSCs remained competent to generate bulb MCs capable of hair pigmentation following depilation-induced HF regeneration (Extended Data Fig. 10h). As observed for untreated *Oca2*^+^ McSCs (Extended Data Fig. 7i), the UVB-treated *Oca2*^+^ McSCs destined for dedifferentiation retained expression of stem-cell-enriched genes (for example, *Col12a1*, *Txnip* and E-cadherin) (Extended Data Fig. 10i). These results show that McSCs that are driven to fulfil their ultimate differentiated function of producing visible pigment following UVB irradiation can still revert to an undifferentiated state (Extended Data Fig. 10j).

## Dynamic niche regulates McSC reversibility

We next investigated the mechanisms that enable McSC dedifferentiation. Previous studies have shown that constitutive activation of WNT in McSCs leads to their untimely differentiation and eventual loss, whereas inhibition of WNT leads to deficient melanocyte regeneration^7,39,40^. WNT ligands are upregulated in the HG at anagen onset to promote McSC differentiation^7,15,41,42^. As the HG cells grow down to form the HF bulb, the WNT active area also moves down as the anagen phase progresses (Extended Data Fig. 11a). Nonetheless, our live imaging demonstrated that HG McSCs can translocate to the anagen bulge/ORS^up^ (Figs. 1c and 3e and Extended Data Fig. 2b), where WNT signalling is known to be suppressed. We proposed that downregulation of WNT ligands following migration to the bulge/ORS^up^ may permit the dedifferentiation of McSCs.

First, to understand how WNT status correlates with differentiation status, we examined scRNA-seq data. The analysis showed that WNT activation genes were upregulated during early anagen, especially in late-stage *Oca2*^+^ McSCs (Extended Data Fig. 11b,c). 

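The paper's text names no gene of this set, so a list of 16 targets and feedback genes of WNT signalling was fixed before the data were examined. In early-anagen McSCs at 10000 UMIs per cell, 13 of them had a UMI in both *Oca2*+ and *Oca2*- cells. Of these, 8 were higher and 5 were lower in *Oca2*+ cells. Beyond counting error, 6 were higher and 2 were lower. The median log2 ratio was 0.39, with medians of the genes' lower and upper bounds of -0.25 and 0.79, and it lay at the 99.69th percentile of the 10000 matched random lists. *Nkd1* had a log2 ratio of 1.37 (1.14 to 1.59), *Sp5* of 1.06 (0.63 to 1.48), *Lef1* of 0.69 (0.31 to 1.04) and *Axin2* of 0.58 (0.35 to 0.80). *Nkd2* was lower, with a log2 ratio of -0.71 (-1.13 to -0.32). *Ccnd1*, with a log2 ratio of -0.26 (-0.52 to -0.00), changed direction to 0.10 when only cells in G1 were compared. *Ctnnb1* itself was at 565 CPM in *Oca2*+ and 582 CPM in *Oca2*- cells. Requiring at least 2 *Oca2* UMIs moved the median of the list most, to 0.69. The comparison with telogen McSCs was not analysed here.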

Immunofluorescence data confirmed that *Oca2*^+^ McSCs activate WNT signalling in anagen onset HG (Extended Data Fig. 11d–f). Notably, WNT signalling was subsequently downregulated by mid/late anagen in the bulge/ORS^up^ regardless of UVB irradiation (Extended Data Fig. 11d–f).

Second, we verified whether persistent WNT activation in anagen *Oca2*^+^ McSCs precludes reversion to an undifferentiated McSC state. Constitutive activation of WNT signalling by expressing stabilized β-catenin (encoded by *Ctnnb1*) in *Oca2*^+^ McSCs (from *Oca2*^*creER*^*;Ctnnb1*^*STA*^*;Rosa*^*LSL-tdTomato*^ mice^43^) showed that in this environment, these cells survived and inappropriately continued along the differentiation pathway to express pigment after translocation into the anagen bulge/ORS^up ^(Extended Data Fig. 12a,b). By contrast, normal *Oca2*^+^ cells reverted to an undifferentiated state (Extended Data Fig. 12a,b). Thus, downregulation of WNT activity permits the dedifferentiation of *Oca2*^+^ McSCs. When followed up long term, tdTomato^+^ McSCs in the β-catenin stabilized mice showed a significant reduction (Extended Data Fig. 12c), a result consistent with previous work demonstrating that long-term WNT activation depletes McSCs^7^.

Last, to confirm that WNT active status is regulated by epithelial niche cells, we used *K15*^*crePR1*^*;Wls*^*fl/fl*^ mice to inducibly delete Wntless (*Wls*) and prevent WNT ligand release specifically from K15^+^ epithelial cells that surround McSCs in the bulge and HG^7,44–46^. Following induction with RU486 and subsequent anagen onset, these mice exhibited defects in nuclear β-catenin expression in McSCs and in surrounding epithelial cells (Fig. 4a). This result suggested that epithelial-derived WNT ligands have an essential role in McSC WNT activation. To ensure that only McSCs were disrupted in WNT activity, we also examined McSCs in RU486-treated *K15*^*crePR1*^*;Wls*^*fl/fl*^*;Ctnnb1*^*STA*^ mice^43^, in which *Wls* is deleted but β-catenin signalling is retained in epithelial cells. Previously published results^7^ and Fig. 4b show that constitutive WNT activation in control RU486-treated *K15*^*crePR1*^*;Ctnnb1*^*STA*^ HFSCs resulted in aberrant but pigmented HF development. However, in mice lacking *Wls*, epithelial niche cells showed WNT activation and nuclear β-catenin localization, despite their inability to secrete WNT ligands (Fig. 4b). By contrast, DCT^+^ melanocytes did not exhibit nuclear β-catenin, they did not express the melanocyte differentiation marker MITF or produce pigment (Fig. 4b). These results demonstrate the requirement of epithelial WNT ligands for McSC WNT activation. Together, these findings show that niche-derived WNT ligands regulate the reversible differentiation of McSCs.

**Fig. 4:**
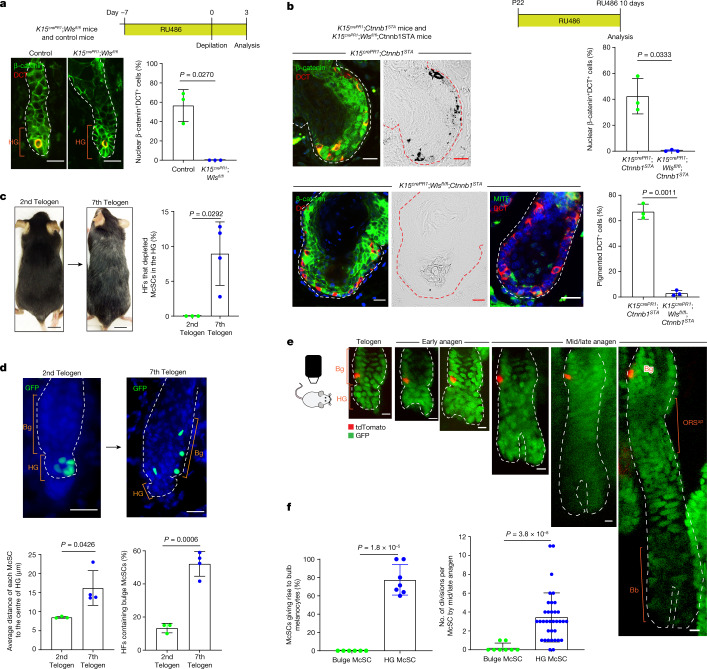
HF ageing limits the access of McSCs to niche signals that reversibly regulate their differentiation. **a**, Top, *K15*^*crePR1*^*;Wls*^*fl/fl*^ conditional knockout mice and control mice (7 weeks old) were treated with RU486 and depilated. Bottom left, immunofluorescence of DCT and β-catenin at 3 days after depilation. Bottom right, percentages of DCT^+^ McSCs with nuclear β-catenin. *N* = 3 mice. **b**, Top, *K15*^*crePR1*^*;Ctnnb1*^*STA*^ mice and *K15*^*crePR1*^*;Wls*^*fl/fl*^*;Ctnnb1*^*STA*^ mice were treated with RU486 from P22. Bottom left, immunofluorescence of DCT, β–catenin and MITF with corresponding bright-field images. Bottom right, percentages of DCT^+^ McSCs with nuclear β-catenin signals and pigmentation. *N* = 3 mice. **c**,**d**, Comparison of *Dct*^*rtTA*^*;tetO*^*H2B-GFP*^ mice at second and seventh telogen. **c**, Representative images of mice. Percentages of HFs lacking HG McSC (second telogen: *N* = 3 mice, 20 HFs analysed per mouse. Seventh telogen: *N* = 4 mice, ≥36 HFs analysed per mouse). **d**, Left, *z*-stack images of HFs with McSCs in GFP. Right, average distance of each McSC from the HG centre (second telogen, *N* = 3 mice; seventh telogen, *N* = 4 mice. Five HFs analysed per mouse). Right, percentages of HFs containing bulge McSCs (second telogen, *N* = 3 mice, 20 HFs analysed per mouse; seventh telogen, *N* = 4 mice, ≥36 HFs analysed per mouse). **e**, Live tracing of a single tdTomato^+^ bulge McSC in a *Tyr*^*creER*^*;Rosa*^*LSL-tdTomato*^*;K14*^*rtTA*^*;tetO*^*H2B-GFP*^ mouse. **f**, Left, percentages of bulge and HG McSCs that produced differentiated progeny (HG, *N* =  7 mice, 59 HFs; bulge, *N* = 6 mice, 8 HFs). Right, the number of divisions by each bulge and HG McSC by mid/late anagen (*N* = 35 HFs with a single HG McSC; 8 HFs with a single bulge McSC). For **a**–**d**,**f**, data are presented as the mean ± s.d. *P* values derived by two-tailed unpaired *t*-test. Dashed white or red lines outline the epithelial–dermal boundary (**a**,**b**,**d**,**e**). Scale bars, 20 µm (**a**,**b**,**d**), 10 µm (**e**) or 1 cm (**c**). Source data

## Repetitive plucking increases dormant bulge McSCs

The above results suggest that the ability of McSCs to translocate between the stem cell (WNT^–^ bulge/ORS^up^) and TA (WNT^+^ HG/bulb) compartments of the HF may enable them to reversibly attain distinct differentiation states. However, our live imaging showed that not all McSCs originating from the HG home back to the HG compartment at the next telogen phase but rather remain in the telogen bulge (Figs. 1c,g and 3e and Extended Data Fig. 7j). Given the high prevalence of hair greying in humans and mice, we investigated whether this shift in distribution of HG McSCs might correlate with ageing.

To this end, we experimentally accelerated the ageing of HFs by repeated depilation of *Dct*^*LacZ*^ mice and *Dct*^*rtTA*^*;tetO*^*H2B-GFP*^ mice at every telogen phase starting from postnatal day 21 (P21)^17,18,47^. Consistent with previous studies^1^, we detected HFs with significant loss of McSCs, which was evident in the HG by the seventh telogen phase (Fig. 4c). As expected, these mice displayed hair greying (Fig. 4c). Notably, many McSCs in aged HFs had changed location and were scattered to the bulge rather than being tightly aggregated within the HG compartment (Fig. 4d and Extended Data Fig. 13a,b). Image analyses revealed that the distance between individual McSCs was greater in aged HFs than in young HFs (Fig. 4d). The percentage of HFs containing bulge McSCs increased from 10% to more than 50% (Fig. 4d). A similar observation was noted when we examined *Oca2*^*creER*^*;Rosa*^*LSL-tdTomato*^ mice following repeated plucking (≥6 hair cycles) (Extended Data Fig. 13c–e).

To understand whether such abnormal McSC distribution can affect the regeneration of mature melanocytes, we specifically traced the rare bulge McSCs in young telogen HFs through live imaging and assessed their ability to generate differentiated melanocytes. Telogen bulge McSCs gave rise only to bulge/ORS^up^ McSC progeny, without contributing to the differentiated melanocyte compartment (Fig. 4e,f). Moreover, bulge McSCs either remained quiescent or underwent limited division to give rise to McSC progeny (Fig. 4e,f). This was in contrast to HG McSCs, which actively proliferated to regenerate progeny in both stem cell and differentiated cell compartments (Figs. 1c,d and 4f). These results reveal that telogen bulge McSCs, which do not directly contribute to bulb melanocyte regeneration, increase during HF ageing induced by repetitive hair regeneration.

## Discussion

Collectively, our data demonstrate that the McSC system is a thin-layered system in which HG McSCs act as both stem cells and TA cells at the onset of regeneration. The findings reveal a new model whereby dedifferentiation plays an integral part in homeostatic stem cell maintenance (Extended Data Fig. 11f).

This new model of McSC maintenance highlights a previously unknown level of plasticity. We also identified the vulnerability of this system compared with most other stem cell systems that operate through multilayered distinct stem cell and progenitor cell populations with separate functions and locations. McSCs need to be mobile to demonstrate their chameleon-like features, whereby they display a TA phenotype when located in the TA compartment of the HF (the growing HG area) and then a stem cell phenotype once translocated into the stem cell compartment of the HF (Extended Data Fig. 11f). Therefore, HFSC and McSC organization during tissue regeneration may appear to be parallel when stem cell and TA cells are defined by their differentiation phenotype. The crucial difference between these two stem cell systems is that McSCs, which exhibit the TA phenotype in regard to differentiation status and location, can move back and dedifferentiate into stem cells. However, we also demonstrated that McSC movement between the stem cell and TA compartments is not precisely recapitulated during repeated regenerations, resulting in the accumulation of McSCs that fail to undergo this movement during HF ageing.

Previous studies have demonstrated that positions of individual adult stem cells within the niche are unfixed or interchangeable in the HFSC and intestinal systems^12,26,48^. Because McSCs regenerate hair melanocytes only when they are within the HG compartment, their proper localization would be required to prevent hair greying. Current theory proposes that McSCs accumulate genotoxic damage during ageing and are gradually eliminated over time through terminal differentiation in response to anagen niche signals^49^. As such, pro-differentiation signals are likely to be concentrated in the HG compartment^7^, and bulge McSCs, when they exist, may have a higher survival rate owing to reduced exposure to such differentiation stimuli. Under extraordinary conditions, bulge McSCs might act as a valid source of melanocyte production for hair re-pigmentation, but relocation closer to the HG would be a prerequisite for this.

Last, tumours derived from melanocytes (melanomas) retain self-renewal ability regardless of their fully differentiated, pigmented phenotype^50,51^, which is unlike many other tumours, including epithelial cancers. Because of this difference, melanomas are difficult to eliminate and represent the most dangerous form of skin cancer. This study has provided evidence for the plasticity of normal McSCs under physiological conditions. An implication of this finding is that this marked capacity of normal melanocytes to retain self-renewal ability after undergoing differentiation could at least partially underlie the plastic nature of melanoma.

## Methods

### Generation of *Oca2*^*creER*^ knock-in mice

*Oca2*^*creER*^ knock-in line was generated following well-established protocols with slight modifications^52,53^. The *Oca2*^*creER*^-targeting DNA was constructed as presented in Extended Data Fig. 7a by VectorBuilder. The purified plasmid DNA of the targeting vector was linearized using the restriction enzymes NotI and SalI for embryonic stem (ES) cell targeting. The mouse MK6 (C57BL/6J) ES cells (established at New York University (NYU) Langone’s Rodent Genetic Engineering Laboratory) were grown, at passage 6, on mitotically inactivated mouse embryonic fibroblast (MEF) cells (Sigma Millipore) and passaged the day before electroporation. Linearized targeting vector DNA (25 μg ml^–1^) containing the neomycin-resistance gene was added to the cell suspension, and electroporation was performed using either a Gene Pulser II or a Gene Pulser system (Bio-Rad). Following electroporation, the cells were plated onto neomycin-resistant MEFs and incubated at 37 °C, 95% humidity and 5% CO_2_. After 24 h, geneticin (160 μg ml^–1^ active concentration, Invitrogen) was added to the growth medium for positive selection of antibiotic-resistant ES cell colonies. The medium was changed every day, and geneticin (G418) selection was maintained for 6 days. Antibiotic-resistant ES cell colonies were counted, picked and split to grow in 96-well plates duplicated for cryopreservation, and homologous recombination events were identified through genotyping by Southern blot analysis. The mouse MK6 ES cells and MEFs were tested for mycoplasma contamination before use and were not authenticated.

ES cells with successful homologous recombination were injected into mouse blastocyst embryos. ES cells were trypsinized to obtain a single-cell suspension, and the cell suspension was kept on ice in 1 ml ES cell medium in a 15 ml tube until use. Blastocyst embryos were collected from C57BL/6-albino females (4 weeks old, NIH 562, CRL) at 3.5 days post coitum. Ten to fifteen ES cells were injected into each blastocyst embryo, and injected blastocysts were cultured in KSOM medium at 37 °C in an atmosphere of 5% CO_2_ for 2 h until the blastocyst cavity was recovered. The microinjected blastocysts were transferred to the uterine horns of 2.5 days post coitum pseudopregnant females (CD-1, CRL) using the standard procedure to generate chimeric mice. The chimeric mice were bred with C57BL/6 to obtain *Oca2*^*creERT2*^ mice.

### Mouse experiments

All animal experiments were performed in compliance with all relevant ethical regulations for animal testing and research and in accordance with animal protocols approved by the Institutional Animal Care and Use Committee at NYU School of Medicine. Mice were housed in an animal room with a temperature range of 20–22 °C, humidity range of 30–70% and under a 12–12 h dark–light cycle.

*Tyr*^*creER*^ (012328), *Rosa*^*LSL-tdTomato*^ (007905), *Wnt1*^*cre*^, *K15*^*crePR1*^ (005249), *Wls*^*fl/fl*^ (012888) and *K14*^*rtTA*^ (008099) mice were purchased from The Jackson Laboratory. *Dct*^*rtTA*^*;tetO*^*H2B-GFP*^ (iDCT-GFP) mice were obtained from the NCI Mouse Repository. *Dct*^*lacZ*^ mice were from P. Overbeek. *Ctnnb1*^*fl(ex3)*^*/+ (Ctnnb1*^*STA*^) mice were from M. M. Taketo^43^. Mice were bred and crossed in-house to obtain experimental and control animals in mixed backgrounds. Mice from experimental and control groups were randomly selected from either sex for experiments. Data collection and analyses were not performed blind to the conditions of the experiments.

To induce Cre recombination, tamoxifen (Sigma-Aldrich) treatment was performed as previously published^7^ by intraperitoneal injection (0.1 mg g^–1^ body weight) of a 20 mg ml^–1^ solution in corn oil per day. For the UVB experiment, dorsal fur of 3-week-old *Oca2*^*creER*^*;Rosa*^*LSL-tdTomato*^ mice was clipped, and mice were anaesthetized. Mice were treated every other day with 600 mJ cm^–2^ UVB per day 3 times in total. Skin biopsies were taken from euthanized mice or under isoflurane anaesthesia. For isolation of McSCs and differentiated bulb MCs, *Dct*^*rtTA*^*;tetO*^*H2B-GFP*^ mice were administered doxycycline-containing chow (1 g kg^–1^, Bio-Serv) for 4 days before euthanizing the mice for cell isolation. In the c-Kit antibody injection experiment, mice were subcutaneously injected with 150 µl of 0.5 mg ml^–1^ c-Kit antibody (ACK45, BD Pharmingen) into a 2 × 2cm area of back skin. Control mice were subcutaneously injected with 150 µl of PBS.

### Melanocyte stem cell in vivo imaging

In vivo imaging of melanocyte stem cells was based on previously described methods of live imaging of HF stem cells^54,55^. *Tyr*^*creER*^*;Rosa*^*LSL-tdTomato*^*;K14*^*rtTA*^*;tetO*^*H2B-GFP*^ mice were given a single injection of 60 µg tamoxifen on P21 and maintained on a 1 g kg^–1^ doxycycline-containing diet from P21. All the in vivo imaging was performed at least 3 days after tamoxifen induction. As the timing of the hair cycle is slightly variable between individual mice and individual HFs, we kept imaging the mouse to monitor the hair cycle stages. HF stages were determined according to a previous publication^56^ by observing the pattern of GFP-labelled HF epithelial cells. We performed the initial imaging at telogen/anagen I to capture HFs that contain only a single tdTomato-labelled cell. To trace the fate of HG melanocytes, we focused on HFs containing a single tdTomato^+^ melanocyte in the HG and revisited the same HFs every 1–4 days to capture hair cycle stages, including early anagen, mid/late anagen, early-to-mid (early/mid) catagen, late catagen and the subsequent (second) telogen. Some mice were revisited less frequently to focus on capturing mid/late anagen and the subsequent telogen. To trace the fate of bulge McSCs, we initially visited HFs containing a single tdTomato^+^ McSC in the bulge at telogen and revisited the same HFs until mid/late anagen.

To trace the fate of melanocytes located in the TA compartment of early-anagen HFs, we placed *Oca2*^*creER*^*;Rosa*^*LSL-tdTomato*^*;K14*^*ktTA*^*;tetO*^*H2B-GFP*^ mice on a doxycycline-containing diet from P21 and kept imaging the mouse to monitor the hair cycle stages. The mice were given a single injection of 1.2 mg tamoxifen when the HF stage progressed to anagen I/early-anagen II. We then performed the initial imaging at anagen II/anagen IIIa (at least 3 days after tamoxifen injection) to capture HFs that contained only a single tdTomato-labelled cell, which is located in the lowermost part of the HG. The same HFs were revisited at mid/late anagen and telogen.

Throughout the course of imaging, mice were on a warming pad and anaesthetized with vapourized isoflurane delivered through a nose cone (1.5% in oxygen and air). The ear was immobilized on a custom-made stage, and a glass coverslip was placed directly against it. An Olympus Fluoview multiphoton microscope (FVMPE-RS) equipped with a MaiTai HP DS-OL laser tuned to 940 nm and an Insight X3-OL tuned to 1,120 nm (Newport Spectraphysics) were used in line sequential mode to acquire *z*-stacks with a ×25 NA.

### Revisitation of the same HFs in live imaging

To ensure successful revisitation of the same HFs, patterns of HF clusters and blood vessel locations were used as landmarks. Blood vessel location in the ear was first used to broadly return to the same area. Then HF cluster patterns in large areas were recorded using multiple tiled images (up to 30) with *z*-stack steps of 20–30 µm during the initial visit and revisits. Rather than being evenly distributed, HFs in the imaged areas showed distinct clustered patterns. A cluster usually contained three to ten HFs with a gap between different clusters. By numbering the clusters and finding the same clusters over time using a tiled map, we frequently revisited the same cluster. Owing to the low tamoxifen concentration used to achieve clonal labelling of McSCs, only a subset of HFs within a cluster contained any tdTomato-labelled cells. We verified that within a cluster, the number and pattern of HFs that contained tdTomato-labelled cells matched previous visits to a specific HF.

### X-gal staining

X-gal staining was done as previously published^38^. Dorsal skin from *Dct*^*lacZ*^ mice was collected, and subcutaneous fat was removed using scalpel blades (Miltex). Tissues were fixed in 4% paraformaldehyde (PFA) for 30 min at 4 °C, and whole-mount X-gal staining was performed. After X-gal staining, skin samples were fixed again in 4% PFA at 4 °C overnight. The tissues were then subjected to 3D whole-mount analyses.

### 3D whole-mount niche analyses

3D whole-mount niche analysis was done as previously published^38^. Whole skin samples of *Dct*^*LacZ*^ mice were stained with X-gal and sequentially treated with 25% glycerol–PBS, 50% glycerol–PBS and 100% glycerol for 3 h at room temperature or overnight at 4 °C. Skin was then cut into thin strips using a scalpel blade. Single HFs were then dissected and isolated using a dissection microscope (Axiovision Discovery V12).

Skin samples of *Oca2*^*creER*^*;Rosa*^*LSL-Tomato*^ mice, *Tyr*^*creER*^*;Rosa*^*LSL-Tomato*^ mice and *Dct*^*rtTA*^*;tetO*^*H2B-GFP*^ mice were collected and fixed in 4% PFA for 30 min at room temperature to preserve tdTomato signals. Tissues were then incubated in 30% sucrose at 4 °C overnight and embedded in OCT compound (Sakura). Then 70–100-µM-thick skin sections, including whole-mount HFs, were made and counterstained with 4′,6-diamidine-2′-phenylindole dihydrochloride (DAPI).

Whole HFs were then imaged as described in the section ‘Microscopy’.

### Immunofluorescence

Immunofluorescence was done as previously published but with slight modifications^7,24^. Skin tissues were fixed overnight in 4% PFA at 4 °C. After sequential dehydration in increasing concentrations of ethanol and xylene, tissues were embedded in paraffin. Sections were cut at 6 μm, deparaffinized and microwaved in 10 mM Tris and 1 mM EDTA (pH 8.0) for antigen retrieval. Tissue sections were then incubated with the following primary antibodies for 2 h at room temperature or overnight at 4 °C in PBT (PBS plus 0.1% Triton-X100) with 10% FBS, followed by Alexa-488-conjugated or Alexa-594-conjugated secondary antibodies (1:200; Thermo Fisher): goat anti-Dct (1:100; Santa Cruz, sc-10451), rabbit anti-Tomato (1:1,000; Rockland, 600–401–379); mouse anti-Tomato (RF5R) (1:500; Thermo Fisher, MA5–15257); rabbit anti-Tyrp1 (1:100; Sigma-Aldrich, SAB2102617); mouse anti-E-cadherin (1:100; BD Transduction, 610181); rabbit anti-Ki67 (1:100; Abcam, ab15580); mouse anti-β-catenin (1:400; Sigma-Aldrich, C7207); and mouse anti-MITF (1:100; Abcam, ab12039). The following secondary antibodies from Thermo Fisher were used: Alexa Fluor 594 donkey anti-mouse IgG (1:200; A21203); Alexa Fluor 488 donkey anti-mouse IgG (1:200; A21202); Alexa Fluor 594 donkey anti-rabbit IgG (1:200; A21207); Alexa Fluor 488 donkey anti-rabbit IgG (1:200; A21206); Alexa Fluor 594 donkey anti-goat IgG (1:200; 11058); and Alexa Fluor 488 donkey anti-goat IgG (1:200; A11055). Skin sections were counterstained with DAPI.

For detection of CD34, P-cadherin and DCT, skin tissues were collected, processed and embedded in OCT as described above (‘3D Whole mount niche analyses’) to preserve tdTomato or GFP signals. Next, 50–70-µM-thick skin sections were made. The skin sections were incubated in PBS plus 0.5% Triton-X100 for 1 h at room temperature and incubated with primary antibody against DCT (1:100; Santa Cruz, sc-10451), CD34 (1:50; BD Pharmingen, 553731) and P-cadherin (1:100; Invitrogen, 13-2000Z) overnight at 4 °C. Skin sections were then washed 3 times with PBS for 10 min at room temperature. For DCT, sections were incubated with Alexa-488-conjugated secondary antibody (1:200) for 1 h at room temperature. For CD34 and P-cadherin, sections were incubated with biotinylated anti-rat IgG (1:100; Vector Laboratories, BA-9400) for 1 h followed by incubation with streptavidin Alexa 647 conjugate (1:200, Invitrogen, S32357) for 30 min at room temperature. Skin sections were counterstained with DAPI.

### In situ hybridization

RNAscope in situ hybridization was performed using a Leica Bond III automated staining platform (Leica Biosystems) according to the manufacturer’s protocol. Mouse probes of *Oca2* (ACDBio, 1072511), *Gpr143* (ACDBio, 535108), *Col12a1* (ACDBio, 312638) and *Txnip* (ACDBio, 457228) for the Leica System were used, and a RNAscope LS Multiplex Fluorescent assay (ACDBio) was used for detection. The double detection of immunofluorescence was performed after finishing in situ hybridization by applying the primary and secondary antibodies as described in the section ‘Immunofluorescence’. Skin sections were then scanned using Vectra Polaris (Akoya Biosciences) at ×20 for Opal fluors 570 (Akoya Biosciences, FP1488001KT), 690 (Akoya Biosciences, FP1497001KT) and DAPI (Akoya Biosciences, FP1490). Scanned images were processed using Inform (v.2.6.0) software (Aloya Biosciences). For quantitative analysis, HALO (v.3.5) software (module Indica Labs-FISH v.3.2.3) was utilized. FISH probe cell intensity (average intensity of FISH probe (×) spots and clusters per cell) was measured in tdTomato^+^ cells in the mid-anagen bulge/ORS^up^ and the bulb. The relative intensity of bulge/ORS^up^ tdTomato^+^ cells to bulb tdTomato^+^ cells within the same sample was compared across multiple samples.

### Microscopy

For thin sections, images were taken at a single focal plane. For whole-mount tissues and thick sections, serial *z*-images were collected throughout the depth of each entire HF. Wide-field fluorescence images were taken with standard narrow-pass filters with an Eclipse Ti inverted microscope (Nikon) or an upright Axioplan (Zeiss). Images were processed to reconstruct a focused image using ImageJ/Fiji, Adobe Photoshop and the extended depth of focus function in the NIS-Elements software (Nikon, v.5.20.02).

The *z*-stack fluorescent images in Figs. 2a and 3b were taken using a LSM 880 confocal microscope with a ×63 NA/1.4 Plan Apochromat lens (Zeiss). The *z*-stacks were taken at 0.3 µm steps. Volumes were reconstructed using Imaris 9.5 software (Oxford Instruments).

### Single-cell dissociation

Single melanocyte isolation was performed as previously published^24^ but with slight modifications. To isolate a single melanocyte from anagen II HFs, *Dct*^*rtTA*^*;tetO*^*H2B-GFP*^ mice were depilated at 8 weeks old and fed a doxycycline-containing diet (1 g kg^–1^) for 4 days. At 4 days after depilation, when the HFs are at anagen II, mice were killed. The mice were then rinsed in betadine followed by 70% ethanol. The back skin of mice was collected. Scalpel blades were used to remove subcutaneous fat, and skin was rinsed in PBS and cut into 1 × 1 cm pieces followed by incubation in 0.25% trypsin for 1 h 30 min at 37 °C. Epidermis was separated from the dermis using forceps and scalpel blades, and the epidermis was finely chopped and incubated in 0.25% trypsin for 30 min at 37 °C while shaking at 100 r.p.m., followed by gentle pipetting to obtain a single-cell suspension. The obtained McSC suspension was filtered through a 70 µm nylon filter and centrifuged at 200 r.c.f. for 5 min and resuspended in medium A (DMEM, 10% FBS and 1× penicillin–streptomycin).

To isolate single bulb melanocytes, *Dct*^*rtTA*^*;tetO*^*H2B-GFP*^ were fed a doxycycline-containing diet for 4 days at 5 weeks old, when the HFs are at the anagen VI stage. Isolation of bulb melanocytes was performed according to previously described methods^57^ but with slight modifications. Mice were euthanized and rinsed in betadine followed by 70% ethanol. Skin was cut into 0.5 cm^2^ sections and incubated in 5 mM EDTA (pH 8) and PBS for 2 h at 37 °C. Following incubation, connective tissue, the adipocyte layer and dermis were removed using forceps, and 0.5 cm^2^ skin samples were cut into single rows of HFs and kept in medium A. HF bulbs were microdissected with a surgical blade, collected into medium A and centrifuged for 5 min at 200 r.c.f. Medium A was removed and hair bulbs were incubated in 1 ml of 0.2% collagenase II and 50 U ml^–1^ dispase (9:1 solution) and shaken at 100 r.p.m. for 25 min at 37 °C. Next 400 U ml^–1^ DNase I was added and incubated for 5 min at room temperature. Five volumes of medium A was added and then filtered through a 100 µm cell strainer. Cell suspension was pelleted by centrifuging at 200 r.c.f. for 5 min at 4 °C and resuspended in medium A.

Single GFP^+^ and DAPI-excluded live melanocytes were then isolated by cell sorting on a Sony SY3200 cell sorter equipped with a WinList 3D Analyzer (v.8.0) with a 100 µm nozzle. Single-cell suspensions from four mice of each condition were combined for subsequent scRNA-seq analyses. FlowJo 10.8.2 (Mac only) was used to plot the FACS gating strategy.

### scRNA-seq and data analysis

Single melanocyte suspensions were loaded on a 10x Genomics Chromium instrument to generate single-cell gel beads in emulsion (GEMs). Approximately 5,000–10,000 cells were loaded per channel. The scRNA-seq library for differentiated bulb melanocytes was prepared using the following Chromium Single Cell 3′ v2 reagent kits: Chromium Single Cell 3′ Library & Gel Bead kit v2 PN-120237; Single Cell 3′ Chip kit v2 PN-120236; and i7 Multiplex kit PN-120262 (10x Genomics). The Single Cell 3′ Reagent kits v2 User Guide (Manual Part CG00052 RevA) was followed^58^. The scRNA-seq library for anagen II melanocytes was prepared using the following Chromium Single Cell 3′ v3 reagent kits: Chromium Single Cell 3′ Library & Gel Bead kit v3 PN-1000075; Single Cell 3ʹ Feature Barcode Library kit PN-1000079; Single Cell B Chip Kit PN-1000073; and i7 Multiplex Kit PN-120262 (10x Genomics). The Single Cell 3′ Reagent kits v3 User Guide (Manual Part CG000201 RevA) was followed. Libraries were run on an Illumina NovaSeq 6000. The Cell Ranger Single-Cell software suite (v.6.0.1) was used to perform sample de-multiplexing, barcode processing and single-cell 3′ gene counting. The cDNA insert was aligned to the mm10/GRCm38 reference genome (mm10-2020-A). The undifferentiated telogen melanocyte dataset was downloaded from the NCBI Gene Expression Omnibus (identifier GSE113502) and re-processed with the same version of the Cell Ranger Single-Cell Software Suite (v.6.0.1) and mapped to the same version of reference genome (mm10-2020-A). Further analysis and visualization were performed using Seurat package (v.4.1.0)^59^, using R Studio Desktop (v.1.4.1717) and R (v.4.1.2).

The Seurat object for each condition was generated from digital gene expression matrices. 

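The deposited matrices held 11010 barcodes from anagen II and 4327 from the hair bulb, before the paper's filter on UMIs and mitochondrial genes. The lowest number of UMIs per barcode was 500 in the anagen II matrix and 504 in the bulb matrix. In the anagen II matrix, 3769 barcodes had more than 10000 UMIs and 7853 had less than 5% of UMIs from mitochondrial genes. Both held for 3464 barcodes (31.5%). In the bulb matrix, 3887 barcodes had more than 5000 UMIs, 3860 were under the mitochondrial limit, and both held for 3774 (87.2%).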

In the quality control step, the parameter of subset cells is nFeature_RNA (200–2000) for telogen melanocytes, nCount_RNA>10000 for anagen II melanocytes and nCount_RNA > 5000 for bulb melanocytes and percentage of mitochondria genes < 0.05 for all conditions. 

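The barcodes of the anagen II library had a median of 3880 UMIs and up to 126961 UMIs, and those of the bulb library a median of 13565 and up to 46256 UMIs. In all, 116800173 UMIs were counted in the anagen II library and 58161397 in the bulb library. The cells that passed the thresholds had medians of 23237 UMIs and 4510.5 genes in anagen II, and of 14275.5 UMIs and 3405.5 genes in the bulb.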

Different thresholds in filtering out low-quality cells were set for each condition owing to the differences of sequencing depth among the conditions. Data were then log scaled, centred and normalized to the number of Unique Molecular Identifier (nUMI). Principal components (PCs) were calculated using Seurat’s RunPCA function. The top 3,000 variable genes were used for calculating PCs.

For each condition, UMAP dimension reduction was performed on the normalized, centred, scaled nUMI count matrices using the first ten PCs. We then performed unsupervised clustering using the Seurat SNN clustering package, using a resolution of 0.6. 

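Clusters were named from the share of their cells with a UMI of each of 8 melanocyte markers, *Dct* among them, and of markers of epidermal and other cell types. The numerical limits for a name were set after the clusters had been seen. In the early-anagen library 1 cluster of 114 cells was named epidermal-like. *Krt14* was found in 93.0% and *Krt10* in 69.3% of its cells, compared with 9.5% and 31.9% of melanocyte-like cells. In the bulb library 1 cluster of 43 cells was named epidermal-like from 5 epidermal markers, but 3 markers of hair matrix and shaft were detected in it as well, and its leading genes included *Tchh* and *S100a3*, unlike those of the early-anagen cluster. It had *Krt10* in 48.8% and *Krt14* in 25.6% of its cells, compared with 21.9% and 0.1% of melanocyte-like cells. *Dct* was found in 78.1% of the epidermal-like cells of the early-anagen library and in 72.1% of those of the bulb library.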

Most clusters were identified as melanocytes based on expression for *Dct*, whereas each condition contained a minor cluster of epidermal cells positive for *Krt10* or *Krt14*. The epidermal cells were excluded from subsequent analysis.

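In addition to the epidermal-like cells, 576 early-anagen cells (16.6% of those passing the filter) in 3 clusters matched no single cell type by the limits used and were set aside here. No bulb cell was set aside in this way (0 of 3774). Of the 576 cells, 465 held melanocyte markers together with keratinocyte transcripts, and 111 held melanocyte markers together with interferon-response genes. The names were rebuilt from the counts, and the paper describes only epidermal cells as excluded. When all clusters other than the epidermal-like were kept, a choice made after the data were examined, 3350 early-anagen cells remained, of which 17.3% (16.0 to 18.6) had an *Oca2* UMI.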

For comparative analysis, we merged melanocyte matrices from three conditions (telogen melanocyte, anagen II melanocyte and differentiated melanocyte) followed by a standard workflow of Seurat. Data were log normalized, scaled and centred after regressing out the effect of nCount_RNA (the total number of molecules detected within a cell from sequencing) and percent.mt (mitochondria ratio, defined by the PercentageFeatureSet function in Seurat). As the three conditions showed differences in sequencing depth (nCount_RNA varies greatly) and sequencing depth is a major cause of batch effects in scRNA-seq, the effect of nCount_RNA was regressed out before identifying PCs to account for such batch effects. The top 3,000 variable genes were used for calculating PCs. UMAP dimension reduction was performed on the normalized, centred, scaled nUMI count matrices using the first three PCs.

To estimate the cell cycle stage of a cell, we used Seurat’s cell cycle scoring. In brief, averaged relative expression of cell cycle related genes were used to calculate G2/M and S scores, which were used for binning cells into G2/M, S and G1/G0 bins. The cell cycle scores were regressed out in ScaleData step in the analysis of the anagen II melanocyte dataset alone, followed by PC calculation, UMAP dimension reduction and unbiased clustering as described above.

Pseudotime analysis was performed using the slingshot package (v.2.2.0)^60^. The Seurat object was imported into slingshot using the as.SingleCellExperiment function. Then a pseudotime trajectory was constructed using the slingshot function with UMAP dimensional reduction.

### Gene set enrichment analysis

Genes differentially expressed between anagen II melanocytes compared with telogen melanocytes (*P* < 0.05, log_2_(fold change) > 0.25) were rank-ordered from high to low on the basis of their fold change. The pre-ranked gene list as queried for its enrichment in two annotated gene sets acquired from The Molecular Signature Database (MSigDB)—GOBP_DENDRITE_DEVELOPMENT and GOBP_DENDRITE_MORPHOGENESIS—using the preranked gene set enrichment analysis (GSEA) analysis tool^61,62^. A false discover rate *q*-value of <0.25 was deemed significant.

### Quantification and statistical analyses

The measurement of quantifications can be found in the *y* axes of bar plots in the figure and in figure legends. The statistical details of each plot can be found in the figure (*N* number). The exact meaning of *N* is described in the corresponding figure legend. No statistical methods were used to predetermine sample sizes, but our sample sizes were similar to those reported in previous publications^7,24,38–40,55^. Pairwise comparisons between two groups were performed using two-tailed unpaired *t*-test. Comparisons of multiple groups were performed using one-way analysis of variance (ANOVA) or two-way ANOVA followed by multiple comparison test. Details of the statistical test are specified in the figure legends. Statistical significances were considered significant if *P* < 0.05. Exact *P* values are indicated in the figures and legends. Experimental data are shown as the mean ± standard deviation or mean ± standard error of the mean. Statistical analyses and plotting were done using GraphPad Prism (v.9.2.0) and Microsoft Excel (v.2016).

### Material availability

Materials generated in this study can be provided upon reasonable requests by contacting the corresponding author.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-05960-6.

## Supplementary information

Reporting Summary

## Data Availability

All RNA-seq data reported in this paper are deposited into the NCBI Gene Expression Omnibus database. The accession number is GSE203051. The telogen melanocyte dataset, which was previously deposited, has the identifier GSE113502. The mm10/GRCm38 reference genome (mm10-2020-A) utilized in the scRNA-seq analysis is available at https://support.10xgenomics.com/single-cell-gene-expression/software/release-notes/build#mm10_2020A. The GOBP_DENDRITE_DEVELOPMENT dataset used in the GSEA analysis was downloaded from the MSigDB (http://www.gsea-msigdb.org/gsea/msigdb/index.jsp) at http://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP_DENDRITE_DEVELOPMENT.html. The GOBP_DENDRITE_MORPHOGENESIS dataset used in the GSEA analysis was downloaded from the MSigDB at http://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP_DENDRITE_MORPHOGENESIS.html. Source data are provided with this paper.

## Source data

Source Data Fig. 1
Source Data Fig. 2
Source Data Fig. 3
Source Data Fig. 4
Source Data Extended Data Fig. 1
Source Data Extended Data Fig. 4
Source Data Extended Data Fig. 5
Source Data Extended Data Fig. 7
Source Data Extended Data Fig. 9
Source Data Extended Data Fig. 10
Source Data Extended Data Fig. 11
Source Data Extended Data Fig. 12
Source Data Extended Data Fig. 13

# Supplementary material for: Dedifferentiation maintains melanocyte stem cells in a dynamic niche
**Source:** Nature. 2023 Apr 19;616(7958):774–82. doi: 10.1038/s41586-023-05960-6
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Single cell RNA-seq were acquired with an Illumina NovaSeq 6000.  
Microscopic images were taken with an Eclipse Ti inverted microscope, an upright Axioplan, a LSM 880 confocal microscope, a Vectra Polaris scanner or an Olympus Fluoview multiphoton microscope (FVMPE-RS).  
Cell sorting was performed on a Sony SY3200 cell sorter.

#### Data analysis

For single cell RNA-seq, the Cell Ranger Single-Cell Software Suite, version 6.0.1, was used to perform sample de-multiplexing, barcode processing, and single-cell 3' gene counting. Further analysis and visualization was performed using Seurat package (version 4.1.0) (<https://satijalab.org/seurat/>), using R Studio Desktop (version 1.4.1717) and R (version 4.1.2), slingshot package (version 2.2.0). Plots were drawn and statistical tests were performed using Graphpad Prism (version 9.2.0) and Microsoft Excel (2016). In situ hybridization data were processed with Inform (v2.6.0) Software and analyzed with HALO (v3.5) software (module Indica Labs-FISH v3.2.3). FACS sorting used WinList 3D Analyzer (version 8.0). FlowJo 10.8.2 (Mac Only) was used to plot FACS gating strategy. Microscopic images were analyzed with ImageJ/Fiji (v1.53c), Adobe Photoshop (Version 21.2.6 20210302.r.482), NIS-Elements software (Version 5.20.02). Volumes were reconstructed with Imaris 9.5 software (Oxford Instruments).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All RNA-seq data reported in this paper are deposited in NCBI Gene Expression Omnibus (GEO) database. The accession number is GSE203051 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE203051>). The telogen Mc dataset was previously deposited at GSE113502 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113502>). mm10/GRCm38 reference genome (mm10-2020-A) utilized in scRNA-seq analysis is available at [https://support.10xgenomics.com/single-cell-gene-expression/software/release-notes/build#mm10\\_2020A](https://support.10xgenomics.com/single-cell-gene-expression/software/release-notes/build#mm10_2020A). The GOBP\_DENDRITE\_DEVELOPMENT dataset used in the GSEA analysis was downloaded from the MSigDB (<http://www.gsea-msigdb.org/gsea/msigdb/index.jsp>) at [http://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP\\_DENDRITE\\_DEVELOPMENT.html](http://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP_DENDRITE_DEVELOPMENT.html). The GOBP\_DENDRITE\_MORPHOGENESIS dataset used in the GSEA analysis was downloaded from the MSigDB at [http://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP\\_DENDRITE\\_MORPHOGENESIS.html](http://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP_DENDRITE_MORPHOGENESIS.html).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Goat anti-Dct (1:100; Santa Cruz #sc-10451), Rabbit anti-Tomato (1:1000; Rockland #600-401-379), Mouse anti-Tomato (RF5R) (1:500; Thermo Fisher #MA5-15257), Rabbit anti-Typr1 (1:100; Sigma-Aldrich #SAB2102617), Mouse anti-E-cadherin (1:100, BD Transduction #610181), Rabbit anti-Ki67 (1:100; Abcam #15580), Mouse anti-β-catenin (1:400; Sigma-Aldrich #C7207), Mouse anti-MITF (1:100; Abcam #ab12039), Rat anti-Cd34 (1:50; BD Pharmingen #553731) and Rat anti-p-cadherin (1:100; Invitrogen #13-2000Z). Alexa Fluor 594 donkey anti-mouse IgG (1:200, Thermo Fisher #A21203), Alexa Fluor 488 donkey anti-mouse IgG (1:200, Thermo Fisher #A21202), Alexa Fluor 594 donkey anti-rabbit IgG (1:200, Thermo Fisher #A21207), Alexa Fluor 488 donkey anti-rabbit IgG (1:200, Thermo Fisher #A21206), Alexa Fluor 594 donkey anti-goat IgG (1:200, Thermo Fisher #A11058), Alexa Fluor 488 donkey anti-goat IgG (1:200, Thermo Fisher #A11055). Biotinylated anti-rat IgG (1:100, Vector Laboratories #BA-9400), Alexa 647 conjugate (1:200, Invitrogen #S32357)

### Validation

The usage of the below antibodies on mouse skin tissues have been validated by previous literatures (Sun et al., 2019, ref24). goat anti-Dct, Rabbit anti-Tomato, Mouse anti-Tomato, Mouse anti-E-cadherin, Rabbit anti-Ki67, Mouse anti-β-catenin, Mouse anti-MITF. The below antibodies have been validated by the manufacture for usage with mouse species and for immunohistochemistry: Rabbit anti-Typr1 (<https://www.sigmaaldrich.com/US/en/product/sigma/sab2102617>) Rat anti-Cd34 (<https://wwwbdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd34.553731>) Rat anti-p-cadherin (<https://www.thermofisher.com/antibody/product/P-cadherin-Antibody-clone-PCD-1-Monoclonal/13-2000Z>)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                            |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | mouse MK6 (C57BL/6J) ES cells: established at NYU Langone's RGEL; murine embryonic fibroblast (MEF) cells: Sigma Millipore |
| Authentication                                                    | None                                                                                                                       |
| Mycoplasma contamination                                          | Tested before use.                                                                                                         |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None                                                                                                                       |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Oca2-CreER mice were generated with the Rodent Genetic Engineering Laboratory of NYU Langone. Tyr-CreER (#012328), Rosa-LSL-tdTomato (#007905), Wnt1-Cre, Wntless fl/fl, K15-CrePR1 and K14-rtTA (#008099) mice were purchased from The Jackson Laboratory. Dct-rtTA; tetO-H2B-GFP (iDCT-GFP) mice were obtained from NCI Mouse Repository. Dct-lacZ mice were from Dr. Paul Overbeek. β-catenin fl(ex3)/+ mice were from Dr. M. Mark Taketo. C57BL/6-albino females (4 weeks old, NIH 562) were purchased from Charles River Laboratories. All mice utilized in this study are of 3weeks to 2 years of age. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Reporting on sex        | Both male and female mice were used in the study. Sex-specific differences were minimized by including similar number of male and female animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Ethics oversight        | The Institutional Animal Care and Use Committee (IACUC) at New York University School of Medicine                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Single melanocytes were isolated from the back skin of Dct-rtTA; tetO-H2B-GFP mice. To isolate anagen II melanocytes, mouse skin was incubated in 0.25% Trypsin for 2 hr at 37° C. Epidermis was separated from the dermis using forceps and scalpel blades and the epidermis was chopped finely and stirred at RT for 20 min Media A (DMEM, 10% FBS, 1x penicillin/streptomycin) to obtain single cell suspension. To isolated bulb melanocytes, hair follicle bulb was micro-dissected with a surgical blade, collected into Media A, and centrifuged for 5 min at 200 rcf. Media A was removed and hair bulbs were incubated in 1 mL of 0.2% collagenase II and 50 U/mL dispase (9:1 solution) and shaken at 100 rpm for 25 minutes at 37° C to obtain single cell suspension.

Instrument

Sony SY3200 cell sorter

Software

WinList 3D Analyzer (version 8.0) was used for collecting data using Sony SY3200 cell sorter. Flow cytometry was only used for cell collection in this study. FlowJo 10.8.2 (Mac Only) was used to plot FACS gating strategy.

Cell population abundance

Cells post-sort were immediately loaded for single cell RNAseq. Based on the scRNAseq results, we found that true McSCs (based on detection of known McSC markers) that are labeled by GFP composed 95.2-97.6% of total sequenced cells.

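Cells were named from the markers of their cluster. In the early-anagen library, 2774 of 3464 sequenced cells that passed the filter were melanocyte-like (80.1%, 78.7 to 81.4). In the bulb library 3731 of 3774 were (98.9%, 98.5 to 99.2). Epidermal-like cells made up 3.3% (2.7 to 3.9) and 1.1% (0.8 to 1.5). When the clusters of mixed identity were counted as McSCs as well, a choice made after the data were examined, the share in the early-anagen library was 96.7% (96.1 to 97.3). Without a minimum of UMIs per cell the melanocyte-like share of early-anagen cells was 62.1% (61.0 to 63.2), the lowest among the alternatives.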

Gating strategy

Living cells were selected by forward scatter, side scatter, doublets discrimination and by DAPI dye exclusion. Melanocytes were selected based on the expression of GFP reporter.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

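The data were 2 droplet scRNA-seq libraries of GFP-sorted cells, 1 of early-anagen McSCs from skin 4 days after depilation and 1 of mature bulb melanocytes, each made from the cells of 4 mice. The authors deposited raw UMI counts per gene and cell barcode for each library. Before deposition the authors had run Cell Ranger, whose version 6.0.1 is named in the headers of the matrices. It was used to demultiplex, align to mm10/GRCm38 with the mm10 reference supplied for it, call cells and count UMIs. No filter on mitochondrial genes or cell type had been applied. The lowest UMIs of a barcode were 500 in the early-anagen library and 504 in the bulb library. Settings described as having no UMI minimum therefore kept this floor. The values were checked to be whole numbers. The telogen library was not analysed here, so claims that rest on telogen cells were covered only for their early-anagen and bulb parts.

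The quality filter was that of the paper's methods, more than 10000 UMIs for early anagen, more than 5000 for the bulb, and less than 5% of UMIs from mitochondrial genes. Each library was clustered with Seurat 5.3.0 in R 4.3.3, with a scale factor of 10000, 3000 variable genes, 10 principal components and a resolution of 0.6. A marker counted as detected in a cluster when more than 0.5 of its cells had a UMI. A cluster was called melanocyte-like when at least 3 melanocyte markers and fewer than 3 markers of any other cell type were detected, and when its 10 leading genes held no more markers of another type than of melanocytes. It was called epidermal-like when at least 3 epidermal markers were detected and its melanocyte marker CPM was under 0.25 of that of the library. A cluster with a median of UMIs under 0.333 of that of the library was named only if a marker of its type was among its 10 leading genes. The remaining clusters were left unnamed and set aside, which concerned 16.6% of early-anagen cells and 0.0% of bulb cells. These limits were set after the clusters had been seen.

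Gene levels were UMIs summed over the cells of a group, scaled to CPM. Each condition had 1 library, and cells were not treated as replicates. For this reason no test across samples was run, no p-value was computed, and no count of changed genes is given. Each ratio of a gene has the exact 95% interval of a ratio of 2 Poisson sums, and each share of cells has a Clopper-Pearson interval. With a list median, the medians of its genes' lower and upper bounds are given, which are not an interval of the median. A gene with 0 UMIs in a group was given a bound at 3 counts. The melanocyte-like cells held 77352258 UMIs in the early-anagen library and 55929331 in the bulb library.

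For a list of genes, the median log2 ratio over the genes with at least 1 UMI in both groups was placed among 10000 random lists of the same size, each gene being replaced by 1 of the 200 genes nearest in mean expression. The lists were the 13 pigmentation genes of Fig. 2e, the 6 stem-cell-enriched genes named by the paper, 11 dendrite genes, 16 WNT genes and 19 dissociation and stress genes, and, added later, 6 genes of the response to BMP. Genes named in the text are those of the lists and the 5 with the largest ratio in each direction among genes of at least 50 CPM, without mitochondrial and ribosomal protein genes and genes known only by a clone or model number, and 1 gene selected by this rule is not reported here. This rule was written before the data were examined, and genes chosen afterwards are named as such. The bulb over early-anagen comparison used all UMIs. For comparisons within the early-anagen library each cell was thinned at random to 10000 UMIs, and shares were also computed at 5000 UMIs. Thinning to 10000 UMIs left out 440 of the 3731 bulb melanocytes and no early-anagen McSC. Cells were called *Oca2*+ from at least 1 *Oca2* UMI. Cell cycle phases were scored with Seurat from 43 S and 54 G2/M genes with UMIs in at least 10 cells.

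The ratios, intervals and list percentiles were tested on simulated data, with Poisson counts drawn from the mean of both groups and 200 genes changed 2-fold or 4-fold. For bulb over early anagen, 19693 genes were simulated, and 100.0% of the changed genes were recovered with the right sign and an interval off 0. The interval held the true value for 95.5% of the 200 changed genes, and 0 for 95.2% of the 7157 unchanged genes of at least 10 CPM. For *Oca2*+ over *Oca2*- cells, with 17351 genes simulated, 99.5% of the changed genes were recovered, and for cycling over non-cycling cells 100.0%. The simulated counts had no variation between cells, mice or libraries beyond Poisson counting. These values therefore check the calculation, not how far the intervals cover such variation.

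The alternatives were other UMI and mitochondrial limits, selection of cells by *Dct*, *Krt10* and *Krt14* in place of clusters, removal of cells with the most UMIs or the highest Scrublet scores (scanpy 1.11.5), selection by sex-linked genes, thinning, other definitions of *Oca2*+ and of cycling cells, the mean of each cell's CPM, a reduced total, edgeR 4.0.16 TMM factors and a minimum of 10 CPM for the genes of a list. Removal of predicted doublets and the comparison in cells with *Xist* and no Y-linked UMI, both planned, could not be carried out, and the highest Scrublet scores and the share of cells with *Xist* took their place in the tests of explanations. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Gene positions are from GENCODE annotation on GRCm38, in which all 108 genes looked up were found.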

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

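The tests of this part were all chosen after the results they measure had been seen.

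A cluster of 111 early-anagen cells, 3.2% of those passing the quality filter, held melanocyte markers together with interferon-response and antigen-presentation genes, which the paper does not discuss. The genes were chosen after the clusters had been seen. *Cd74* was at 491 CPM in this cluster and 10.0 CPM in melanocyte-like cells, *Cxcl9* at 1188 and 18.0 CPM, and *H2-Aa* at 244 and 8.75 CPM. *Cd74* and *H2-Aa* are also in the list of immune markers. *Gbp2* was found in 91.0% of the cells (27.9% of melanocyte-like cells), *H2-Ab1* in 53.2% (10.5%), *H2-Aa* in 35.1% (5.2%), *Cd74* in 28.8% (3.6%) and *Cxcl9* in 26.1% (1.4%). In the clusters of mixed keratinocyte and melanocyte transcripts described below, *Cxcl9* was found in a like share of cells, 25.2%, but at 24.9 CPM, and *Cd74* in 4.1%. The separate cluster depended on the quality filter. Above 5000 UMIs, with no UMI minimum and with mitochondrial genes under 10%, *Gbp2* and *Ifit3* were among the leading genes of a cluster of 894, 1100 and 638 cells that was named melanocyte-like, and no unnamed cluster with these leading genes was found. The cluster as a whole could be immune cells, but *Ptprc* was found in 0.9% of them, and their melanocyte marker CPM was 0.84 of that of melanocyte-like cells, with *Dct* at 6529 CPM. Whether some of the cells carried transcripts of immune cells, as doublets or from free RNA, remains open. *Ifng* was at 0 CPM in these cells and in the other groups of the library. Whether the cells responded to interferon from outside the melanocyte lineage, and whether they came from 1 of the 4 mice, was not tested, and no biological explanation was tested.

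A pair of further clusters with 465 early-anagen cells, 13.4% of those passing the quality filter, held keratinocyte transcripts together with melanocyte markers. *Krt10* was at 359 CPM, *Krt14* at 331 CPM, *Lor* at 416 CPM and *Lce1a1* at 113 CPM, against 16.6, 7.80, 1.06 and 0.0646 CPM in melanocyte-like cells. Doublets of a melanocyte and a keratinocyte could produce the mixture, but the median UMIs of these cells were 0.48 of those of melanocyte-like cells and the melanocyte marker CPM was 0.96 of theirs, whereas doublets would hold more UMIs and a diluted marker level. Free RNA present at one level in every droplet would give the other clusters a like level, and *Krt10* and *Krt14* were 21.7-fold and 42.5-fold higher in the mixed cells. The epidermal-like cells of the library had *Lce1a1* at 0.864 CPM and *Krt14* at 6063 CPM, a different proportion from that in the mixed cells. Fragments of cornified cells captured with a melanocyte, free RNA that varies between droplets, and expression by the melanocytes themselves remain open, and no biological explanation was tested.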

How the results depend on the processing

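Most alternatives were set before the data were examined. Keeping all clusters other than the epidermal-like, and removing the 6% of cells with the highest Scrublet score, were chosen after the data had been seen. No paired analysis was possible because each condition had 1 library and the results come from no test. A value counts as moved when it left the counting interval of the reported value, which is narrow where counts are high. For a list median, the medians of its genes' bounds took the place of the interval.

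In no alternative did the median log2 ratio change direction for the pigmentation genes, the stem-cell-enriched genes or the WNT genes in the comparisons examined, and the cycling comparison stayed below 0. The median of the dendrite genes changed direction in 1 alternative. The WNT median stayed between the medians of its genes' bounds, which lie far apart, under all 18 alternatives, from 0.26 to 0.69.

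With UMI limits changed, the melanocyte-like share of early-anagen cells was 74.0% above 5000 UMIs and 62.1% with no minimum, and that of bulb cells 99.2% above 10000 UMIs and 97.3% with no minimum. The *Oca2*+ share of early-anagen McSCs was 15.5% above 5000 UMIs and 11.2% with no minimum. The pigmentation median of bulb over early anagen was 2.25 and 2.26 under these limits, the cycling median was -0.41 above 5000 UMIs, and the stem-cell-enriched median of *Oca2*+ over *Oca2*- cells was -0.50 with no minimum. With mitochondrial genes under 10% the melanocyte-like share of early-anagen cells was 84.2%. In cells with a Y-linked UMI and no *Xist* UMI it was 83.6%, and the pigmentation median was 2.20. With all clusters other than the epidermal-like, the melanocyte-like share was 96.7%, the cycling median -0.43 and the pigmentation median of the *Oca2* split 0.79.

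Thinning lowered the *Oca2*+ share by construction, to 8.0% at 5000 and 11.1% at 10000 UMIs in early-anagen McSCs and to 87.2% and 95.4% in bulb melanocytes, of which 440 with fewer than 10000 UMIs were left out of the latter. At least 2 *Oca2* UMIs gave 11.2% and 91.6%, and a pigmentation median of 1.12 in the *Oca2* split. In the splits by cluster, the cluster richest in *Oca2* held 18.4% of cells without and 19.7% with the pigmentation genes. An *Oca2* UMI was found in 57.1% and 55.0% of the cells of these clusters. With all UMIs of a cell the stem-cell-enriched median of the *Oca2* split was -0.50. A *Mki67* or *Top2a* UMI in place of phases gave a cycling median of -0.37.

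Scaling moved the comparison between libraries as a whole, since it shifts each log2 ratio alike. The median of all genes was -0.45 with CPM, -0.62 with the reduced total and -0.10 with TMM factors. With the reduced total the pigmentation median was 2.05, the stem-cell-enriched median -6.19, and the dendrite median and *Rac1* reversed to -0.05. With TMM factors these medians were 2.57, -5.67 and 0.47, and *Mlph* reversed to 0.06. The mean of each cell's CPM gave a pigmentation median of 2.28, and a minimum of 10 CPM a dendrite median of 0.18. Over all 11 dendrite genes the median was the value of *Rac1*, so its reversal was that of this gene. The direction of *Rac1* between the 2 libraries therefore depends on the scaling. Each other dendrite gene kept its direction under every alternative, with *Cdc42* from 0.06 to 0.58 and *Rhoa* from -0.85 to -0.33. Under each scaling the list lay 0.57 above the median of all genes. *Ccnd1* in the *Oca2* split reversed to 0.10 in G1 cells and to 0.05 and 0.08 with the cluster splits without and with the pigmentation genes, and the cause was not tested. *Hspa1a* in the *Oca2* split, not distinct from 0 at -0.07, was 0.26 with at least 2 *Oca2* UMIs, 0.54 and 0.52 with the same cluster splits and -0.30 in G1 cells.

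Of 1280 values for single genes under the alternatives, 996 stayed within the counting interval, 279 moved in the same direction or were not distinct from 0, and 5 reversed. Removal of predicted doublets was not run as set, because Scrublet's automatic threshold called 0 of 3464 and 1 of 3774 cells. The comparison in cells with *Xist* and no Y-linked UMI gave no value, with 0 such melanocyte-like cells in early anagen and 2 in the bulb. Depth limits the *Oca2*+ share in particular, because a cell without an *Oca2* UMI at this depth is not shown to lack *Oca2*.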

Differences from the paper's values

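The limits for naming clusters, on which each melanocyte-like share rests, were set after the clusters had been seen, counting all clusters other than the epidermal-like was chosen after the values had been seen, and the other settings of this part were set before.

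With the paper's quality filter, clusters and at least 1 *Oca2* UMI, none of the values that the paper states and that were computed here differed by more than 1.5-fold. The share of early-anagen McSCs with *Oca2* was 16.9% against the paper's 16.34%, and that of bulb melanocytes 96.6% against the paper's 96.67%. Selecting cells by *Dct*, *Krt10* and *Krt14* in place of clusters gave 16.3% in early anagen. The approximate share given in the paper's text, 20%, was approached most closely by the size of the cluster richest in *Oca2*. It was 19.7% with the pigmentation genes kept among the variable genes and 18.4% without them. As only 55.0% and 57.1% of the cells of these clusters had an *Oca2* UMI, this is not a share of cells with *Oca2*. With cells thinned to 5000 UMIs the early-anagen share was 8.0%, below both of the paper's values by more than 1.5-fold. Below the paper's 20% by more than 1.5-fold were also the shares at 10000 UMIs (11.1%), with at least 2 *Oca2* UMIs (11.2%) and with no UMI minimum (11.2%). The melanocyte-like share was 80.1% in the early-anagen library and 98.9% in the bulb library, of the cells passing the quality filter, against the paper's range of 95.2 to 97.6% of sequenced cells. Counting all clusters other than the epidermal-like, a choice made after seeing the values, gave 96.7% in the early-anagen library, and no UMI minimum gave 97.3% in the bulb library, both values inside the paper's range but of denominators that may differ from the paper's. With no UMI minimum the early-anagen share was 62.1%, more than 1.5-fold below the paper's range.

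The paper states that proliferative and nonproliferative early-anagen McSCs had similar signatures. Here the 13 pigmentation genes were all lower in cells in S or G2/M than in cells in G1, with a median log2 ratio of -0.56, and *Oca2* had a log2 ratio of -1.83. Every alternative kept the median below 0, between -0.62 and -0.37. The signatures were compared here for lists of genes only. In the same comparison the stem-cell-enriched genes had a median log2 ratio of -0.35 and the dissociation genes of -0.51, both outside 95% of random lists, whereas the dendrite genes at 0.04, the WNT genes at -0.20 and the BMP genes at -0.27 were within 95% of random lists.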

Other observations

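The tests by chemistry, by *Xist*, by the highest Scrublet scores and by the cells with the least of the dissociation list were chosen only after the results had been seen, and the position of the dissociation list, a test set before for all 6 stem-cell-enriched genes, was limited to *Hspa1a* only then, the test for BMP was devised after *Id1*, *Id2* and *Id3* had been seen but before its own list was measured, and the other tests were set before.

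*Oca2* was found in only part of the early-anagen McSCs. Sampling of a transcript held at one level by every cell could give such a pattern. At 10000 UMIs per cell, at least 2 *Oca2* UMIs were found in 5.44% of cells (4.63 to 6.35), whereas a Poisson distribution with the same mean gives 2.53%, a ratio of 2.15. The share with at least 1 UMI was 11.1%, against 21.6% for the Poisson distribution. One level in every cell is therefore argued against, but the data do not show that cells without an *Oca2* UMI lack the transcript.

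The higher pigmentation genes in *Oca2*+ cells could come from a bias that any split by detection brings. Among 1310 genes detected in a like share of cells, 0.00% gave a median as large as the *Oca2* split, and the highest was 0.62. Removing the cells with the most UMIs or the highest Scrublet scores, as a guard against doublets, left a median of 0.94 or more.

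The pigmentation genes were higher in bulb melanocytes than in early-anagen McSCs. The lower of the medians with TMM factors and with the reduced total was 2.05, which argues against scaling as the whole cause. *Xist* was found in 0.09% of early-anagen and 0.32% of bulb cells, and a Y-linked UMI in 83.8% and 78.1%, so that almost all cells of both libraries looked male, which argues against different shares of male and female cells. The paper states that mice of either sex were used. Age, depilation, dissociation enzymes and chemistry differed between the libraries together with the hair cycle stage, and their part in the difference remains open. The part of the cell cycle is open as well. Cells in S or G2/M, in which the pigmentation genes were lower, made up 41.7% of early-anagen McSCs. Phases were not scored in the bulb library.

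The stem-cell-enriched genes, which the paper describes as downregulated in bulb melanocytes in the same data, were higher in early-anagen McSCs. Transcripts from epidermal cells could raise them, but the lowest of the 6 levels was 388.59 times the level that the epidermal share estimated from *Krt14*, 0.13%, would give. Dissociation stress in the early-anagen preparation is in line with the position of the list of dissociation genes, at the 0.14th percentile of random lists, and stays open for *Hspa1a*, which is in both lists. For the other 5 genes, the 693 early-anagen cells with the least of the dissociation list gave a median log2 ratio of -5.85 against -5.88 in all cells. The 18 genes of the dissociation list other than *Hspa1a* moved from -0.88 to -0.17. In those cells *Hspa1a* had a log2 ratio of -3.79. All early-anagen cells went through the same preparation, so such a subset cannot remove an effect that reached every cell. Dissociation stress therefore stays open for these 5 genes as well. Chemistry was examined in epidermal-like cells, where the 4 of the 6 genes with a UMI in both libraries had a median log2 ratio of -1.30 (medians of their bounds -1.87 and -0.83) against -5.34 in melanocyte-like cells. Among them *Txnip* had a log2 ratio of -3.71, from 3 UMIs in the bulb, against -3.32 in melanocyte-like cells, and *Cd9* had -0.97. *Col12a1* and *Sept4* had 0 UMIs among the 507726 UMIs of the epidermal-like bulb cells. These cells were few, and those of the bulb held hair matrix markers, so that chemistry, cell kind and hair cycle stage cannot be told apart for these genes.

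*Id1*, *Id2* and *Id3*, chosen after their values were seen, had log2 ratios of *Oca2*+ over *Oca2*- cells of 1.45 (1.20 to 1.69), 1.67 (1.58 to 1.75) and 1.27 (1.20 to 1.34). A response to BMP signals is a candidate explanation. The prediction was that *Smad6*, *Smad7*, *Smad9*, *Id4*, *Atoh8* and *Bambi* would lie beyond 95% of random lists, and their median of 1.40 lay at the 100.00th percentile. *Smad6* had a log2 ratio of 3.14 (2.17 to 4.12) and *Smad7* of 1.19 (0.97 to 1.41), whereas *Bambi*, which is also in the WNT list, was at 0.03 (-0.25 to 0.30). The same list had a median log2 ratio of 2.13 in bulb melanocytes over early-anagen McSCs. The list may also follow differentiation without a BMP signal, and this remains a hypothesis found and tested in 1 library.

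Between the libraries, the 14 WNT genes with UMIs in both had a median log2 ratio of bulb over early anagen of 0.80, at the 99.81st percentile of random lists, with 10 genes higher and 4 lower, or 1.25 above the median of all genes. *Nkd1* had a log2 ratio of 3.85, *Wif1* of 7.83 from 8 UMIs in early-anagen McSCs, and *Axin2* of -1.06. The list of dissociation genes had a median log2 ratio of -0.21 in *Oca2*+ over *Oca2*- cells.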
